# Global Transcriptome and Physiological Responses of *Acinetobacter oleivorans* DR1 Exposed to Distinct Classes of Antibiotics

**DOI:** 10.1371/journal.pone.0110215

**Published:** 2014-10-17

**Authors:** Aram Heo, Hyun-Jin Jang, Jung-Suk Sung, Woojun Park

## Abstract

The effects of antibiotics on environment-originated nonpathogenic *Acinetobacter* species have been poorly explored. To understand the antibiotic-resistance mechanisms that function in nonpathogenic *Acinetobacter* species, we used an RNA-sequencing (RNA-seq) technique to perform global gene-expression profiling of soil-borne *Acinetobacter oleivorans* DR1 after exposing the bacteria to 4 classes of antibiotics (ampicillin, Amp; kanamycin, Km; tetracycline, Tc; norfloxacin, Nor). Interestingly, the well-known two global regulators, the *soxR* and the *rpoE* genes are present among 41 commonly upregulated genes under all 4 antibiotic-treatment conditions. We speculate that these common genes are essential for antibiotic resistance in DR1. Treatment with the 4 antibiotics produced diverse physiological and phenotypic changes. Km treatment induced the most dramatic phenotypic changes. Examination of mutation frequency and DNA-repair capability demonstrated the induction of the SOS response in *Acinetobacter* especially under Nor treatment. Based on the RNA-seq analysis, the glyoxylate-bypass genes of the citrate cycle were specifically upregulated under Amp treatment. We also identified newly recognized non-coding small RNAs of the DR1 strain, which were also confirmed by Northern blot analysis. These results reveal that treatment with antibiotics of distinct classes differentially affected the gene expression and physiology of DR1 cells. This study expands our understanding of the molecular mechanisms of antibiotic-stress response of environment-originated bacteria and provides a basis for future investigations.

## Introduction

Antibiotics are abundant in various environmental habitats such as seawater, plants, sludge, and soils [1]–[3]. Because antibiotics affect our ecosystem, which includes the microbial diversity and abundance in the environment, they are widely considered to act as key pollutants [4], [5]. Although antibiotics contaminate the environment, how antibiotics affect environment-originated bacteria and their evolution remains poorly understood. Because most antibiotics used for treating infections are produced by environmental microorganisms, antibiotic resistance genes and mechanisms could exist in nonclinical habitats [6]. In natural environments, antibiotic production and resistance might be considered as biochemical warfare to eliminate competing organisms because antibiotics suppress bacterial growth and metabolism [7]. Antibiotics of distinct classes act on different targets through specific mechanisms: β-lactams lead to autolysis by interfering with cell-wall biosynthesis [8]; aminoglycosides cause mistranslation by targeting the 30S subunit of the ribosome [9], [10]; tetracycline inhibits protein synthesis by disrupting the binding of aminoacyl-tRNA to the mRNA-ribosome complex [11]; and fluoroquinolones inhibit DNA replication by binding with DNA gyrase and topoisomerase [12]. Antibiotic resistance could be acquired through several ways: i) the action of antimicrobial-inactivating enzymes, ii) reduced access of antimicrobials to bacterial targets (decreased outer-membrane permeability and overexpression of multidrug efflux pumps), and iii) mutations that change targets or cellular functions [13]. Many clinical and environmental bacteria have multiple antibiotic-resistance mechanisms [13].

The diesel-degrading *A. oleivorans* DR1 was isolated from the rice paddy soil and its genome was completely sequenced [14]. Our previous studies demonstrated that quorum sensing and biofilm formation are important for diesel-degradation in DR1 cells [14]. Most antibiotic resistance studies of *Acinetobacter* species have largely focused on pathogenic *Acinetobacter* such as *Acinetobacter baumannii* owing to high level of multidrug resistance. Transcriptional responses to various antibiotics and their regulation have not been extensively defined with *Acinetobacter* species. Reducing access to bacterial targets by means of decreasing permeability and using strong efflux systems has been reported as a major cause of multidrug resistance in *Acinetobacter* species [15]. Because the genome of DR1 is similar to those of the human pathogens *A. calcoaceticus* and *A. baumannii* [16], the DR1 strain is appropriate for studying antibiotic effects in evolutionary aspect. To identify key genes and their functions in the antibiotic resistance of environment-originated bacteria, we performed whole-transcriptome profiling of *Acinetobacter oleivorans* DR1 using RNA-Seq technique. with four representative antibiotics: ampicillin (Amp), kanamycin (Km), tetracycline (Tc), and norfloxacin (Nor).

Bacteria could exhibit physiological changes by changing global gene expression pattern in response to low concentration of antibiotics [17]. To promote understanding how antibiotic resistance develops in DR1, we also conducted several physiological tests on DR1 under distinct antibiotic stresses. Herein we provide both transcriptomic and experimental evidence of antibiotic-resistance mechanisms in DR1. Elucidating transcriptional and physiological responses to distinct antibiotics might establish novel molecular basis for antibiotic-resistance mechanisms of *Acinetobacter* species.

## Results

### Comparative transcriptome analysis of *A. oleivorans* DR1 exposed to sub-MICs of antibiotics of distinct classes

Antibiotics have been reported to affect bacterial transcription in a concentration-dependent manner, and using antibiotics at concentrations as high as the MIC can cause extensive cellular stress and death [17]. To determine the appropriate concentration of antibiotics for the antibiotics induced transcriptome, we measured MICs of 4 classes of antibiotics in various cell densities (10^5^–10^8^ CFU/mL). When cell density increased, the MIC of antibiotics was increased (Figure S1). This result demonstrates the relationship between the cell density of bacteria and the MIC of antibiotics. Because of transcript modulation decreases at high antibiotics concentration, DR1 cells were exposed to sub-MIC of distinct antibiotic classes. Sub-MIC of antibiotic allows susceptible strains to grow, but induces stress responses. The highest MICs measured were for Amp (100–200 µg/mL), and by comparison, DR1 cells were more susceptible to other antibiotics (MICs, 1–8 µg/mL). We speculate that high number of lactamases encoded by the DR1 genome confer high resistance to Amp (and thus the high MIC ranges). In this study, we selected the genes that showed a 1.5-fold change in expression after antibiotic treatment when compared with the expression in control cells that were not exposed to antibiotics. 

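Values for the Tc condition come from 1 library of wild-type DR1 cells treated with Tc at 1 µg/mL for 15 min in the exponential phase (OD600 0.4). The sample labels give this dose in µg/mL and 36-bp reads, whereas the paper's methods state 100-bp reads. For every annotated gene the authors deposited the number of reads, as total gene reads and as unique gene reads, and the RPKM value. A total of 4543429 reads were counted on genes, of which 97.9% were unique. Without the 4145 reads on tRNA genes, 4539284 reads remained, which is the number of mRNA reads the paper's Table S1 gives for Tc. The RPKM values were computed over the total gene reads of the same library. The libraries of the untreated, Amp, Km and Nor cells were not analysed here. For genes with a Tc fold change in the paper, the number of untreated reads behind it was therefore back-calculated from the Tc reads, the paper's fold change and the paper's mRNA reads (3536275 untreated, 4539284 Tc), and rounded to a whole number. Among the 66 genes for which the rounding of the paper's fold change left less than 0.2 reads of play, the back-calculated value fell on a whole number for 50 (75.8%), against 8.86 by chance. Each fold change was given a 95% interval from the exact binomial (Clopper-Pearson) interval of the Tc reads against the back-calculated untreated reads. With 1 library per condition there is no replicate check, and the intervals cover counting error only. A difference between 2 libraries is therefore not shown to be a difference between conditions. Rescaling RPKM to TPM multiplied the values of the named genes by a common factor of 0.588, which is a change of unit only.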

In response to Amp, Km, Tc, and Nor, the expression levels of 1054 (26.6%), 1497 (37.33%), 1170 (29.52%), and 208 (5.25%) genes were markedly upregulated, and the levels of 1738 (43.86%), 910 (22.96%), 1254 (31.64%), and 635 (16.02%) genes were downregulated, respectively (Figure 1A, Table S1). 

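In the Tc library, 33 of 3963 chromosomal genes had an RPKM of 0 (0.833%). These were all 18 rRNA genes, 2 of 71 tRNA genes and 13 of 3874 protein-coding genes. The paper's Table S1 lists rRNA reads for Tc, so an RPKM of 0 does not show that the rRNA genes were not expressed. With fewer than 3 reads as the criterion, 63 genes were counted as not expressed. The protein-coding genes had a median of 76 reads (quartiles 30 and 243), and 251 genes (6.33%) had fewer than 10 reads. The smallest RPKM that 3 reads can show for a gene of 1 kilobase was 0.660. The 50 genes with most reads took 59.0% of all reads. The highest RPKM values belonged to the ribosomal-protein genes rplJ (42662), rplL (38214), rpsF (33503), rpsD (32641) and rplK (31803). Among the 123 genes for which Tables 1, 2, 3, S2 and S3 give a Tc fold change, 53 had a fold change of at least 1.5, and the 95% interval excluded 1 for 37 of them. A fold change of at most -1.5 was given for 38 genes, and the interval excluded 1 for 35. The Tc column of Table S3 gives decreases as ratios, so PilF (AOLE_16925), with a ratio of 0.46, is not among the 38.

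**Figure D1:**
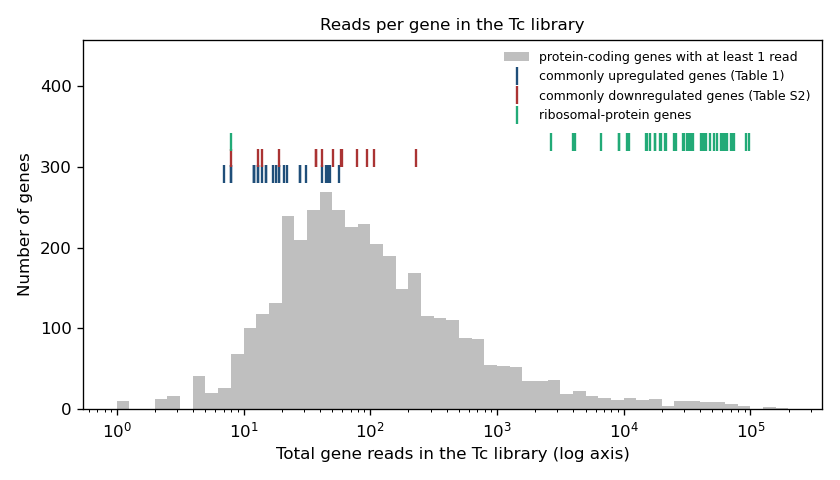
Number of protein-coding genes (vertical axis) by total gene reads in the Tc library (horizontal log axis), for genes with at least 1 read. Ticks mark the 26 genes of Table 1 (7 to 57 reads), the 14 genes of Table S2 (8 to 230 reads) and the 50 ribosomal-protein genes (8 to 98273 reads).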

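The 26 commonly upregulated genes of Table 1 had 7 to 57 reads in the Tc library, with a median of 18.5, and RPKM values of 1.92 to 24.6. Their median RPKM of 6.90 was lower than that of every one of 10000 random lists of 26 genes (percentile 0). The untreated reads behind the paper's Tc fold changes numbered 1 to 16, with a median of 4.5, and 22 of the 26 genes had fewer than 10. The 95% interval of the Tc fold change excluded 1 for 16 of the 26 genes and lay above 1.5 for 6. The genes were listed because these same fold changes passed 1.5, so the intervals are not an independent test. For 26 genes picked this way from libraries simulated without a response, 6.12 intervals were expected to exclude 1. With 10 times the printed Nor reads, 5.64 were expected. In Table 1, the widest interval was that of AOLE_08725, with 8 reads against 1 (fold change 6.22, 95% interval 0.836 to 277). The largest fold change was that of aroE (AOLE_08765), with 31 reads against 2 (12.13, 95% interval 3.07 to 104). The 14 commonly downregulated genes of Table S2 had 8 to 230 reads in the Tc library and 11 to 772 untreated reads. Their intervals excluded 1 for 12 of the 14 genes. The median RPKM of these 14 genes was 13.6, at percentile 17.6 among random lists, and at percentile 2.94 when the mean of log2(RPKM + 1) was taken in place of the median. From the genes changed in the same direction in every comparison, the paper proposes that the 4 classes of antibiotics elicit common responses. The paper also reports qRT-PCR of soxR, rpoE, lysR and wcaA in support of its RNA-Seq results, which was not analysed here.

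**Figure D2:**
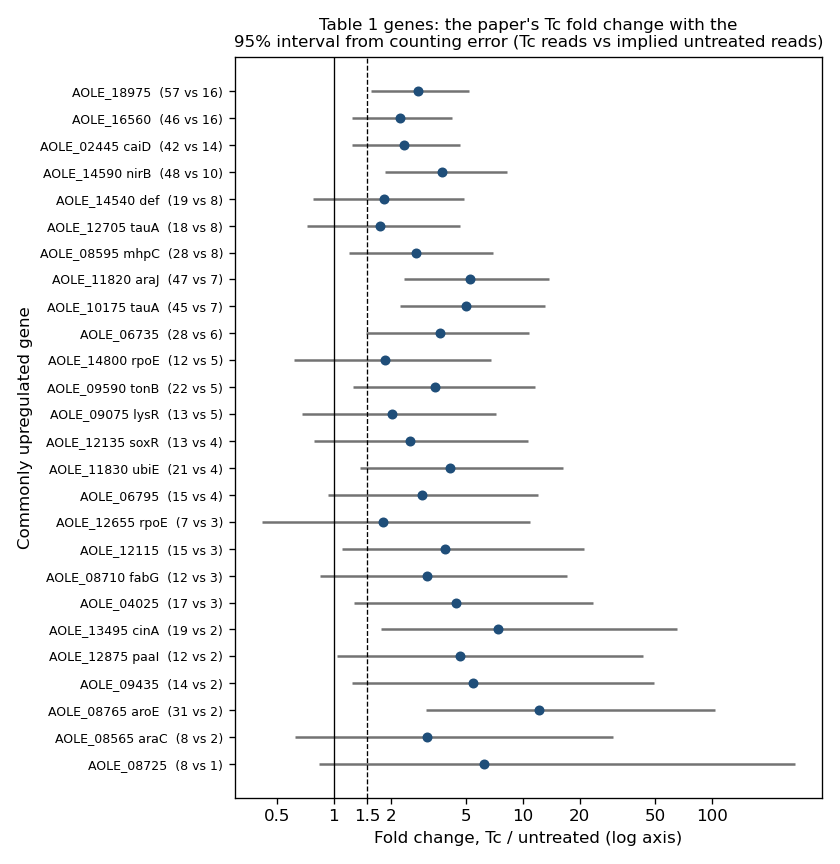
The paper's Tc fold change (points, log axis) of the 26 genes of Table 1 with its 95% interval from counting error (bars); the reads in the Tc library and the back-calculated untreated reads are given beside each gene. The solid line marks a fold change of 1, which lies inside the interval of 10 genes, and the dashed line marks 1.5. The intervals take no account of the selection of these genes by fold change.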

The change in the expression of the same genes in response to each antibiotic treatment suggested that common responses were elicited by the 4 classes of antibiotics: 41 and 14 genes were commonly upregulated and downregulated, respectively (Figure 1B, Table 1, Table S2). Several upregulated genes appear to encode hypothetical proteins, a redox-sensing regulatory protein (*soxR*), RNA polymerase sigma factor (*rpoE*), dehydrogenases, and numerous transporter proteins. 

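The gene soxR (AOLE_12135, from 2607274 to 2607738 on the chromosome) had 13 reads in the Tc library, an RPKM of 6.15, and 4 untreated reads behind the paper's fold change of 2.53 (95% interval 0.782 to 10.7). Both rpoE genes had intervals that included 1. AOLE_14800 had 12 reads against 5, a fold change of 1.87 (95% interval 0.613 to 6.77), and AOLE_12655 had 7 reads against 3, a fold change of 1.82 (95% interval 0.415 to 10.9). With these few reads, an increase was not detected for soxR or either rpoE gene in the Tc library, and none was ruled out. The qRT-PCR that the paper reports for soxR, rpoE and lysR is separate evidence and was not analysed here. For lysR (AOLE_09075), 13 reads stood against 5 (95% interval 0.678 to 7.26). Among the other genes, nirB (AOLE_14590) had 48 reads against 10, a fold change of 3.75 (95% interval 1.87 to 8.29), and araJ (AOLE_11820) had 47 against 7, a fold change of 5.23 (95% interval 2.35 to 13.7).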

The commonly downregulated genes encoded a glycosyltransferase (*wcaA*), a lipoprotein (*rlpA*), and 3-dehydroquinate dehydratase (*aroQ*) (Table S2). 

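In the Tc library, wcaA (AOLE_16860) had 94 reads and an RPKM of 27.9, and the paper's fold change of -1.84 implied 135 untreated reads (95% interval of the Tc to untreated ratio 0.412 to 0.711). For rlpA (AOLE_05440) the fold change of -9.41 rested on 79 Tc reads against 579 untreated reads (ratio interval 0.0829 to 0.135). For aroQ (AOLE_07080) 37 reads stood against 152 (ratio interval 0.129 to 0.273). AOLE_11145, listed as lysR, had 37 reads against 49 (ratio interval 0.373 to 0.920). The intervals of AOLE_07755, with 8 reads against 11, and of tauC (AOLE_09650), with 13 against 18, included 1.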

Our RNA-Seq results were confirmed with quantitative real-time PCR (qRT-PCR). Commonly up- and down- regulated genes (*soxR, rpoE, lysR, wcaA*) and specifically induced genes were selected based on expression vales in 4 antibiotics conditions (Figure S2).

**Figure 1:**
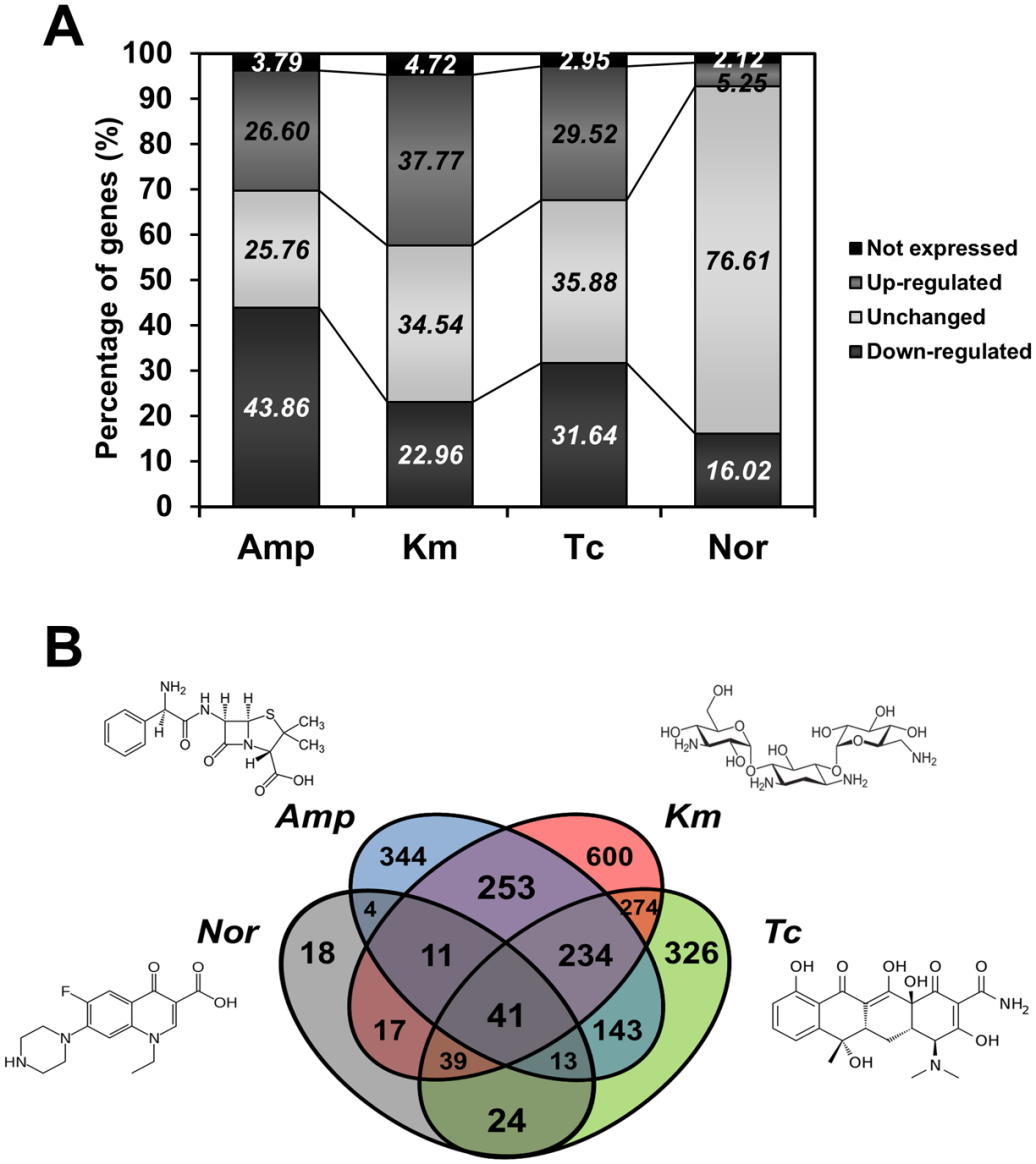
A summary of genes upregulated and downregulated by distinct classes of antibiotics. (A) The percentages of up- and down-regulated genes under treatment with 4 antibiotics. (B) Venn-diagram showing the number of overlapping genes upregulated by antibiotics of distinct classes. Fold-changes shown are a comparison of the RPKM values of exponentially growing control cells and of cells treated with each antibiotic. Upregulation of gene expression is >1.5-fold change in RPKM value, downregulation is <1.5-fold change.

**Table 1:** Genes in *A. oleivorans* DR1 commonly upregulated by Amp, Km, Tc, and Nor.

Locus_tag DR1	Product	Genes	Fold-change			
			Amp	Km	Tc	Nor
AOLE_02445	Enoyl-CoA hydratase	*caiD*	4.62	1.78	2.34	1.87
AOLE_04025	Metal-dependent hydrolase		3.84	2.97	4.43	2.45
AOLE_06735	Putative short-chain dehydrogenase		4.15	2.37	3.63	1.92
AOLE_06795	Alkylhydroperoxidase		2.94	2.23	2.92	1.58
AOLE_08565	AraC-type DNA-binding domain-containing protein	*araC*	15.35	3.55	3.11	2.10
AOLE_08595	3-Oxoadipate enol-lactonase	*mhpC*	3.08	1.78	2.73	1.57
AOLE_08710	3-Oxoacyl-(acyl-carrier-protein) reductase	*fabG*	4.18	4.13	3.10	2.09
AOLE_08725	NIPSNAP family protein		3.35	3.55	6.22	2.09
AOLE_08765	Shikimate dehydrogenase	*aroE*	15.61	7.14	12.13	5.26
AOLE_09075	Transcriptional regulator	*lysR*	5.71	4.27	2.03	1.68
AOLE_09435	DoxX family protein		2.24	7.09	5.44	1.57
AOLE_09590	Putative tonB-like protein	*tonB*	1.57	3.90	3.42	1.67
AOLE_10175	Putative aliphatic sulfonate-binding protein	*tauA*	2.69	2.04	5.02	1.65
AOLE_11820	Major facilitator superfamily transporter	*araJ*	144.14	3.30	5.23	2.84
AOLE_11830	Methyltransferase domain-containing protein	*ubiE*	157.57	3.56	4.10	1.84
AOLE_12115	DMT-family permease		3.07	2.36	3.88	2.44
AOLE_12135	Redox-sensitive transcriptional activator SoxR	*soxR*	2.52	4.00	2.53	2.88
AOLE_12655	ECF subfamily protein RNA polymerase sigma-24 subunit	*rpoE*	5.05	3.56	1.82	1.75
AOLE_12705	Glycine betaine ABC transporter substrate-binding protein	*tauA*	1.71	1.77	1.75	2.49
AOLE_12875	Phenylacetic acid degradation protein	*paaI*	17.54	3.56	4.68	2.10
AOLE_13495	Competence-damaged family protein	*cinA*	5.05	13.36	7.42	2.63
AOLE_14540	Peptide deformylase	*def*	2.87	4.45	1.85	2.75
AOLE_14590	3-Phenylpropionate dioxygenase ferredoxin	*nirB*	2.44	2.85	3.75	1.58
AOLE_14800	RNA polymerase sigma factor FecI	*rpoE*	27.98	17.79	1.87	2.94
AOLE_16560	Short-chain dehydrogenase		1.71	2.44	2.24	1.57
AOLE_18975	GNAT family acetyltransferase		5.39	6.56	2.78	1.70

### Effects of antibiotics on the expression of specific genes

Clusters of orthologous groups (COGs) were analyzed to examine specific gene-expression changes (Figure S3). DR1 cells treated with Amp exhibited altered expression of several COG categories: translation (COG J), transcription (COG K), and inorganic-ion transport/metabolism (COG P) categories were mainly downregulated, whereas lipid metabolism (COG I) and amino-acid metabolism and transport (COG E) categories were upregulated. By contrast, Km and Tc treatments boosted the expression of gene clusters involved in transcription (COG K), amino-acid metabolism/transport (COG E), and inorganic-ion transport/metabolism (COG P) categories, whereas the treatments downregulated the expression of gene clusters involved in cell-wall/membrane/envelop biogenesis (COG M). Under Nor treatment, most COG categories were not changed to the same degree as they were changed in response to other antibiotics; certain genes involved in inorganic-ion transport/metabolism (COG P) were upregulated and transcription genes (COG K) were downregulated (Figure S3). COG analyses of the transcriptomes revealed that the genes associated with amino-acid metabolism and transport and inorganic-ion transport and metabolism are critical for cellular-stress and cell-death responses under all antibiotic-treatment conditions. Our data suggest that amino-acid metabolism and transporter systems might play key roles in antibiotic-resistance mechanisms in *Acinetobacter* species.

Distinct antibiotics possess specific cellular targets such as DNA, RNA polymerase, ribosomal proteins, and cell walls [18]. The overexpression of the antibiotic targets could enhance the survival of bacterial cells under antibiotic treatment [19]. Our data showed that specific antibiotic targets were strongly upregulated under distinct antibiotic conditions. The DR1 genome contains 9 putative lactamase genes. Interestingly, not all β-lactamases were upregulated by Amp, and class-C-type β-lactamases were primarily induced by Amp (Table 2). The expression of genes encoding penicillin-binding proteins was downregulated under Amp treatment (Table 2), which might be because of the high concentration of Amp used. Km treatment downregulated several ribosomal-protein genes (data not shown). However, Tc induced the expression of several ribosomal-protein genes, including the expression of genes encoding ribosomal proteins S13 and S7, which are recognized to interact directly with Tc [20]. Moreover, Tc treatment induced enzymes that modify ribosomal proteins, such as 50S ribosomal-protein methyltransferase and 30S ribosomal-protein methylthiotransferase. Thus, although Km and Tc inhibit translation by binding to ribosomes, their influences on cellular responses appeared to differ. 

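The 50 ribosomal-protein genes, taken by the symbols rps (18 genes), rpl (22) and rpm (10), held 39.0% of the reads in the Tc library (95% Clopper-Pearson interval 39.0 to 39.1%). Genes without a symbol that lie among them, such as AOLE_02130 (28389 reads) and AOLE_02205 (45660 reads), were not counted. The share may therefore be too low by more than its interval, which covers counting error only. The median RPKM of the 50 genes was 21393, higher than that of every random list of 50 genes (percentile 100). At or above the 90th percentile of protein-coding genes lay 49 of the 50, and 39 were among the 50 protein-coding genes with the highest RPKM. The gene of ribosomal protein S13, rpsM (from 464539 to 464895), had 33503 reads and an RPKM of 20655 (95% interval 20435 to 20878). The paper gives no fold changes for these genes, and the untreated library was not analysed here, so these values show their level under Tc and not an induction.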

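A gene with the symbol prmA, used for a ribosomal-protein methyltransferase, lay from 1360948 to 1361853 and had 127 reads in the Tc library. Its RPKM was 30.9 (95% interval 25.7 to 36.7), at percentile 61.5 of the protein-coding genes. The paper's text does not name the induced enzymes by gene, and no fold change was computed for prmA.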

Cells treated with Nor exhibited 2.92- and 2.8-fold increases in the expression of *gyrA* (AOLE_18380) and *gyrB* (AOLE_00595), respectively, which are recognized as targets of fluoroquinolone-class antibiotics (Table 2). Interestingly, Tc and Nor did not induce any lactamase genes, but Km induced class-C β-lactamase (AOLE_17635) and metallo-β-lactamases (AOLE_00775 and AOLE_03925). 

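The 9 lactamase genes of Table 2 had 17 to 227 reads in the Tc library. The paper's Tc fold change was at least 1.5 for 3 of them. AOLE_12585 had 53 reads against 24 untreated reads, a fold change of 1.72 (95% interval 1.04 to 2.91). AOLE_00775 had 89 reads against 46, a fold change of 1.51 (95% interval 1.04 to 2.20), and AOLE_17635 had 61 against 31, a fold change of 1.53 (95% interval 0.979 to 2.44). A fold change of at most -1.5 was given for 3 other genes, each with an interval that excluded 1. These were ampC (AOLE_05220), with 45 reads against 121, and the gloB genes AOLE_03925, with 78 against 155, and AOLE_10040, with 25 against 64.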

*Acinetobacter* species appear to express numerous efflux-pump genes that are critical for the multidrug resistance of *A. baumannii* [21]. However, based on our transcriptome data, it is unclear which efflux pumps are crucial for conferring resistance against the antibiotics tested (Table 2). 

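The 17 efflux-pump genes of Table 2 had 11 to 3232 reads in the Tc library. The paper's Tc fold change was at least 1.5 for 8 of them, and the 95% interval excluded 1 for 7. It was at most -1.5 for 4 genes, all with intervals that excluded 1, and lay between these values for 5. The gene araJ (AOLE_00175) had 265 reads against 69 untreated reads, a fold change of 2.99 (95% interval 2.29 to 3.96). AOLE_09410 had the largest fold change, 3.25, from 25 reads against 6 (95% interval 1.30 to 9.68). For qacE (AOLE_05535), with 11 reads against 5, the interval of 0.549 to 6.29 included 1. The lowest ratio was that of uup (AOLE_17260), with 332 reads against 908 and a fold change of -3.51 (ratio interval 0.250 to 0.323).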

Certain efflux pumps might be specific to each antibiotic.

**Table 2:** Antimicrobial resistance-associated genes and target genes in *A. oleivorans* DR1.

Locus_tag DR1	Product	Description	Genes	Fold-change			
				Amp	Km	Tc	Nor
**β-Lactamases**							
AOLE_05220	β-Lactamase	Class C β-lactamase	*ampC*	1.05	−2.06	−3.45	−1.31
AOLE_06930	β-Lactamase class C	Class C β-lactamase	*ampC*	5.20	1.93	1.03	1.00
AOLE_12585	β-Lactamase	Class C β-lactamase	*ampC*	1.41	1.19	1.72	−1.09
AOLE_17635	β-Lactamase class C	Class C β-lactamase	*ampC*	4.20	3.44	1.53	1.25
AOLE_11070	β-Lactamase class D	Class D β-lactamase	*bla_oxa-66_*	1.28	−2.14	−1.43	−1.65
AOLE_00775	Metallo-β-lactamase superfamily protein	Metallo-β-lactamase superfamily	*fpaA*	−2.31	2.51	1.51	−2.19
AOLE_03925	Putative metallo-β-lactamase	Metallo-β-lactamase superfamily	*gloB*	3.17	2.56	−2.55	−1.06
AOLE_10040	β-Lactamase	Metallo-β-lactamase superfamily	*gloB*	−1.32	1.72	−3.28	−1.11
AOLE_17515	Metallo-β-lactamase superfamily protein	Metallo-β-lactamase superfamily	*gloB*	−1.17	−1.05	−1.33	−1.05
AOLE_01440	Penicillin binding protein transpeptidase domain protein		*ftsI*	−1.03	−1.20	−1.62	−1.03
AOLE_01470	Putative penicillin-binding protein (PonA)		*mrcA*	−2.22	−4.35	−3.34	−1.11
AOLE_05610	Penicillin-binding protein 1B		*mrcB*	−1.80	−3.78	−3.30	−1.04
AOLE_14240	Penicillin-binding protein 2		*ftsI*	−4.09	−1.47	−1.68	−1.16
**Aminoglycosides**							
AOLE_08490	Predicted aminoglycoside phosphotransferase	aminoglycoside 6′-acetyltransferase	*aacA4*	3.93	1.30	−1.65	−1.07
AOLE_18475	Aminoglycoside2'-N-acetyltransferase(AAC(2′)-Ib)	aminoglycoside 2′-acetyltransferase	*aacB*	−8.13	2.15	1.99	−1.03
**Fluoroquinolones**							
AOLE_00020	DNA gyrase subunit B	GyrB mutation	*gyrB*	−1.82	−1.65	−1.48	1.24
AOLE_00595	DNA topoisomerase IV subunit B	GyrB mutation	*gyrB*	−1.18	1.61	−1.62	2.80
AOLE_04195	DNA gyrase subunit A	His-78→Asn	*gyrA*	−2.17	−1.51	−3.26	−1.01
AOLE_18380	DNA topoisomerase IV subunit A	GyrA mutation	*gyrA*	−1.22	−1.56	−2.00	2.92
**Efflux pumps**							
AOLE_00955	MFS transporter, metabolite:H+ symporter (MHS) family protein	MFS-family efflux pump	*uhpC*	−3.37	1.97	1.31	1.00
AOLE_00175	MFS-family transporter	MFS-family efflux pump	*araJ*	−1.63	4.02	2.99	1.38
AOLE_01040	MFS-family transporter	MFS-family efflux pump	*araJ*	−4.27	−3.45	1.14	−1.32
AOLE_12350	MFS-family transporter	MFS-family efflux pump	*araJ*	−4.03	−2.09	1.02	1.13
AOLE_00050	RND-type efflux pump	RND-family efflux pump	*dctP*	9.53	−1.03	1.52	1.02
AOLE_04230	Putative RND-family drug transporter	RND-family efflux pump	*emrA*	2.16	−15.53	−2.57	−1.21
AOLE_09410	RND-type efflux pump	RND-family efflux pump		6.59	1.19	3.25	1.58
AOLE_18750	RND-superfamily exporter	RND-family efflux pump		77.60	19.11	1.34	−1.13
AOLE_00035	ABC transporter ATP-binding protein	ABC-family efflux pump	*uup*	−3.32	−1.18	−2.10	1.22
AOLE_01345	Putative ABC transporter ATP-binding protein	ABC-family efflux pump	*uup*	−3.46	1.23	−3.34	1.06
AOLE_17260	ABC transporter ATP-binding protein	ABC-family efflux pump	*uup*	−3.46	−2.54	−3.51	−1.01
AOLE_00290	Multidrug-resistance protein norM	MATE-family efflux pump	*norM*	−3.58	−1.34	1.92	−1.03
AOLE_00530	Na+-driven multidrug efflux pump	MATE-family efflux pump	*norM*	2.40	1.14	1.73	1.16
AOLE_05880	MATE efflux family protein	MATE-family efflux pump	*norM*	-2.29	−1.69	2.25	1.28
AOLE_17460	Multidrug ABC transporter	MATE-family efflux pump	*norM*	−3.07	1.57	−1.22	−1.20
AOLE_05535	Quaternary ammonium compound-resistance protein QacE	SMR-family efflux pump	*qacE*	−2.23	2.48	1.71	1.47
AOLE_16200	Quaternary ammonium compound-resistance protein SugE	SMR-family efflux pump	*sugE*	−1.59	4.62	1.97	1.15

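The 20 fimbriae/pili genes of Table S3 had 11 to 8355 reads in the Tc library, with a median of 118. Their median RPKM was 16.7, at percentile 30.8 among random lists of 20 genes. With the mean of log2(RPKM + 1) in place of the median, the percentile was 56.2. The paper's Tc fold change was at least 1.5 for 8 of the 20 genes.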

Interestingly, our data showed that the expression of fimbriae/pili-related genes changed in response to treatment with Amp, Km, and Tc (Table S3). Previously, we reported that *A. oleivorans* DR1 possesses 2 major fimbrial appendages [22]. Expression of fimbrial and pilin proteins is consistent with the cell aggregation and biofilm formations [23], and flagellar/pili appendages can function as transporting or adhering machines in gram-negative bacteria [24]. Other transcriptome data demonstrated that the flagellar/pili metabolism-related genes were induced under diverse stress conditions such as osmotic stress, oxidative stress [25], [26]. Beyond affecting target-gene expression, antibiotics are considered to exert secondary effects that are a part of the adaptive response to antibiotic stress.

### Effect of distinct classes of antibiotics on physiology: cell morphology and membrane permeability

We investigated the effects of antibiotics on physiological changes such as cell death and alterations in cell morphology and membrane permeability in an effort to link gene-expression to physiology. Examination of the morphology of cells stained with 4′,6-diamidino-2-phenylindole (DAPI) showed that cells treated with antibiotics were longer than wild-type cells (Figure 2A, Figure S4), and the cells treated with Amp and Nor were nearly 4-times longer than control cells (Figure 3A, B). Previously, β-lactams were reported to lengthen cells by inhibiting peptidoglycan biosynthesis [27]. Cell filamentation is often associated with the SOS response [28]. The product of the *sulA* gene, a key component of the SOS response that leads to cell elongation by binding to FtsZ or DpiAB in a two-component system, induces cell filamentation [29]. Interestingly, no *sulA* gene homolog is present in *Acinetobacter* species, and thus it is worth identifying the roles of other genes involved in cell elongation in *Acinetobacter* species. In the cell walls of most bacteria, peptidoglycans play an essential role in antimicrobial resistance; peptidoglycans determine cell shape, and their biosynthesis is critical for antibiotics resistance [30]. Peptidoglycan hydrolase is a widely conserved outer-membrane protein that modulates cell shape in *E. coli* and *Pseudomonas aeruginosa* [31]. The expression of AOLE_00215, which encodes peptidoglycan hydrolase, was increased 1.5- and 1.6-fold by Km and Tc, respectively, but was not markedly affected by Amp and Nor.

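AOLE_00215, from 56010 to 56546 on the chromosome, had 136 reads in the Tc library and an RPKM of 55.7 (95% interval 46.8 to 65.9). The paper's 1.6-fold increase, given to 1 decimal, implied 65 to 68 untreated reads. With 66 untreated reads, the 95% interval of the fold change was 1.19 to 2.19.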

**Figure 2:**
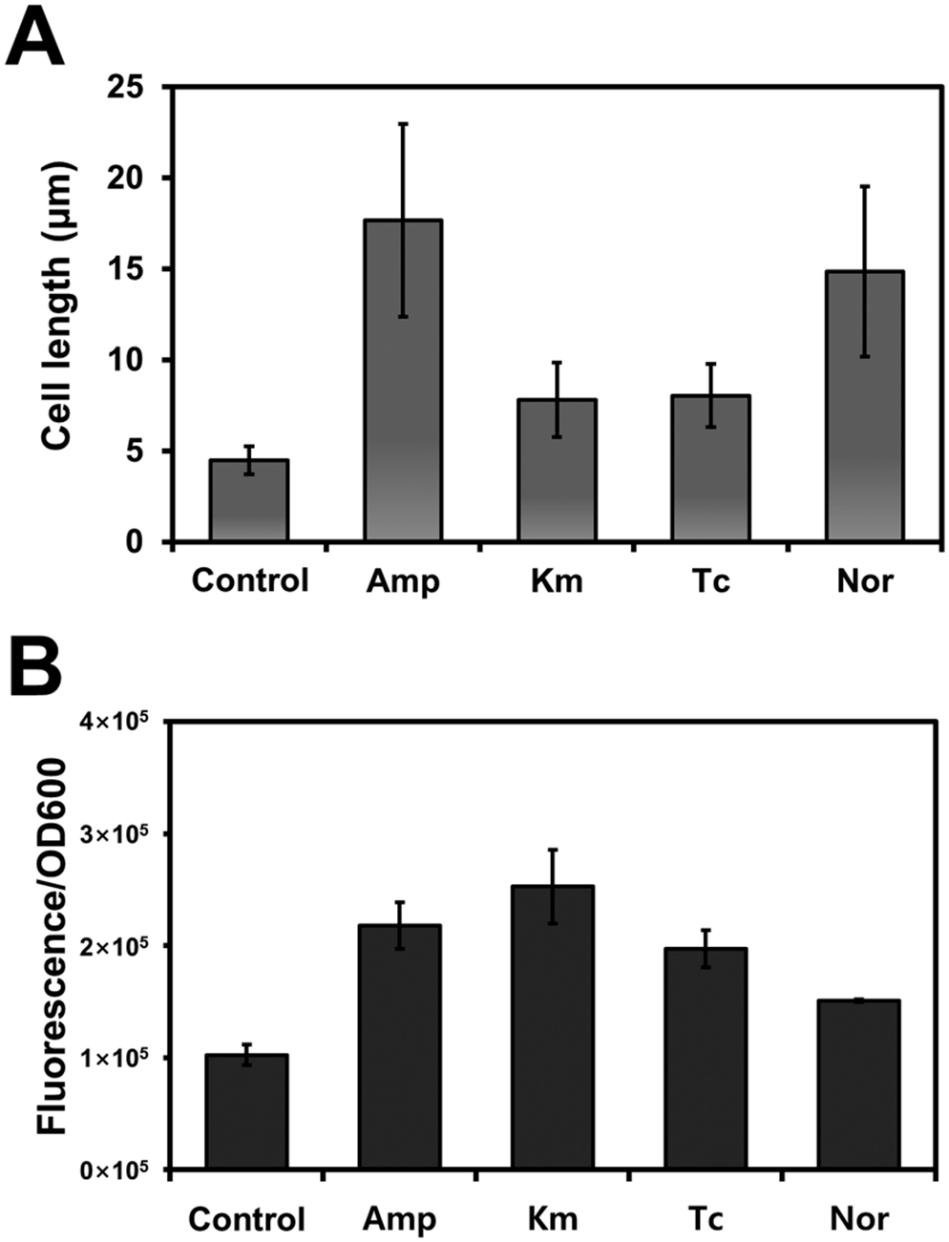
Influence of distinct classes of antibiotics on cell morphology, and membrane permeability in DR1. (A) The average cell size was measured from 50 cells treated with antibiotics. (B) Membrane permeability was measured using ANS. The error bars indicate standard deviation from triplicate experiments.

**Figure 3:**
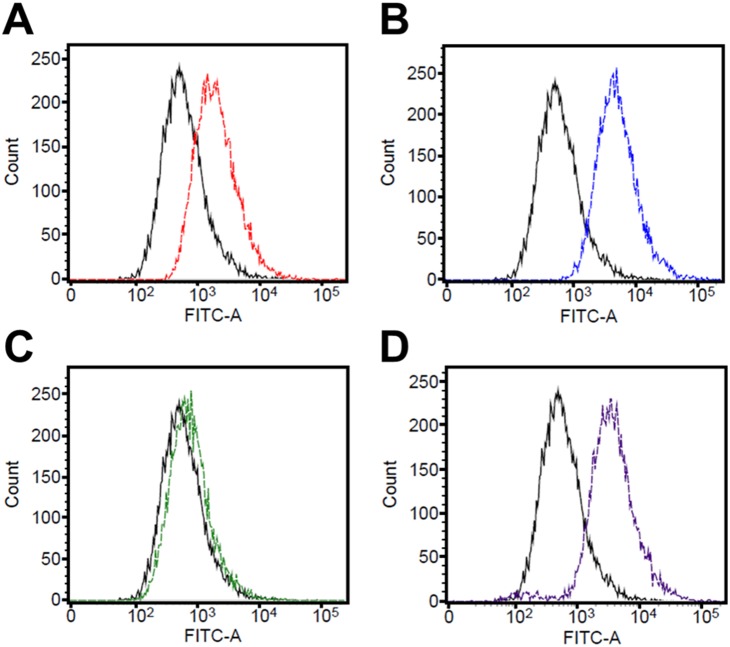
Measurement of oxidative stress induced by antibiotics. Intracellular superoxide-anion generation was measured using DHR 123. Fluorescence intensity was determined using flow cytometry and is represented as a histogram. FITC-A indicates the intensity of green fluorescence and the number of cells exhibiting the corresponding fluorescence intensity (amount of ROS production). The fluorescence histograms are of the samples before and after antibiotic treatment; solid and dotted lines are untreated cells and antibiotic-treated cells, respectively. (A) Amp, (B) Km, (C) Tc, (D) Nor. A shift to stronger fluorescence indicates a greater generation of oxidative stress.

We measured the change in membrane permeability by using ANS, a neutral, hydrophobic fluorescent probe; in membrane-damaged cells, fluorescence is increased because the enhanced permeability leads to ANS uptake [32]. The fluorescence-intensity values measured were divided by the OD_600_ values for normalizing the measurements, and the results showed that distinct antibiotic treatments altered membrane permeability to different degrees (Figure 2B). The membrane-permeability properties have a major impact on the susceptibility of microorganisms to antibiotics [33]. Membrane permeability was increased substantially after Km treatment, whereas only a slight increase of membrane permeability was induced by Amp and Tc, which might explain the sensitive response of DR1 cells to Km. Porins are considered to be permanently open pores, and lowering porin expression reduces outer-membrane permeability [33]; thus, porin-mediated permeability is a critical aspect of antibiotic-resistance mechanisms. The DR1 genome contains several porin-encoding genes. 

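In the Tc library, ompC (AOLE_10405, from 2241533 to 2242639) had 34 reads and an RPKM of 6.76 (95% interval 4.68 to 9.45). This value lay at percentile 17.4 of the protein-coding genes.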

The expression of *ompC* (AOLE_10405), which encodes an outer-membrane porin protein, increased 1.5-fold under Km treatment, but decreased in response to Amp (6.4-fold) and Nor (1.5-fold) and did not change after Tc treatment.

### Oxidative stress, SOS response, and DNA repair in response to distinct antibiotics

Antibiotics have been widely reported to induce the production of reactive oxygen species (ROS), which causes oxidative stress damage [34]. We used the fluorescent probe DHR 123 and flow cytometry to monitor ROS generation following treatment with the 4 antibiotics (Figure 3): under the tested conditions, treatment with Amp, Km, and Nor, but not Tc, potently induced ROS generation. Interestingly, the expression profiles of oxidative stress-related genes were distinct following treatment with these antibiotics of different classes, based on which we suggest that distinct mechanisms exist that are used by bacteria for coping with disparate types and levels of oxidative stress induced by various antibiotics (Table 2). Peroxiredoxin (*ahpC)* and catalase (*katE1*) genes were induced by Amp and the thioredoxin (*trxA*) gene was highly upregulated by Km and Tc, whereas the redox-sensing regulatory gene *soxR* was induced by all antibiotics. 

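The 12 oxidative stress-related genes of Table 3 had 11 to 11669 reads in the Tc library. The paper's Tc fold change was at least 1.5 for 4 of them, 3 with a 95% interval that excluded 1, and at most -1.5 for 6, all with intervals that excluded 1. The trxA gene AOLE_07635 had 11 reads against 1 untreated read, a fold change of 8.61 (95% interval 1.25 to 369). The other trxA gene, AOLE_16430, had 1196 reads against 1929, a fold change of -2.07 (ratio interval 0.449 to 0.519). For katE, AOLE_12755 had 118 reads against 44, a fold change of 2.09 (95% interval 1.47 to 3.02), and AOLE_11770 had 76 against 38, a fold change of 1.56 (95% interval 1.04 to 2.36). Both ahpC genes fell, AOLE_02915 with 20 reads against 54 and AOLE_13380 with 11669 against 16999. For soxR, AOLE_12135 had 13 reads against 4 and AOLE_18445 had 34 against 18, and both intervals included 1.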

Antibiotic-induced oxidative stress upregulated glyoxylate-bypass genes [35]. The expression levels of isocitrate lyase (*aceA*) and malate synthase (*aceB*) genes, which are link to glyoxylate bypass, were increased substantially in response to Amp and Nor, but not Tc and Km (Figure 4). These results suggest that distinct classes of antibiotics elicit different responses to oxidative stress by dissimilarly affecting the expression of genes associated with ROS defense and glyoxylate bypass.

**Figure 4:**
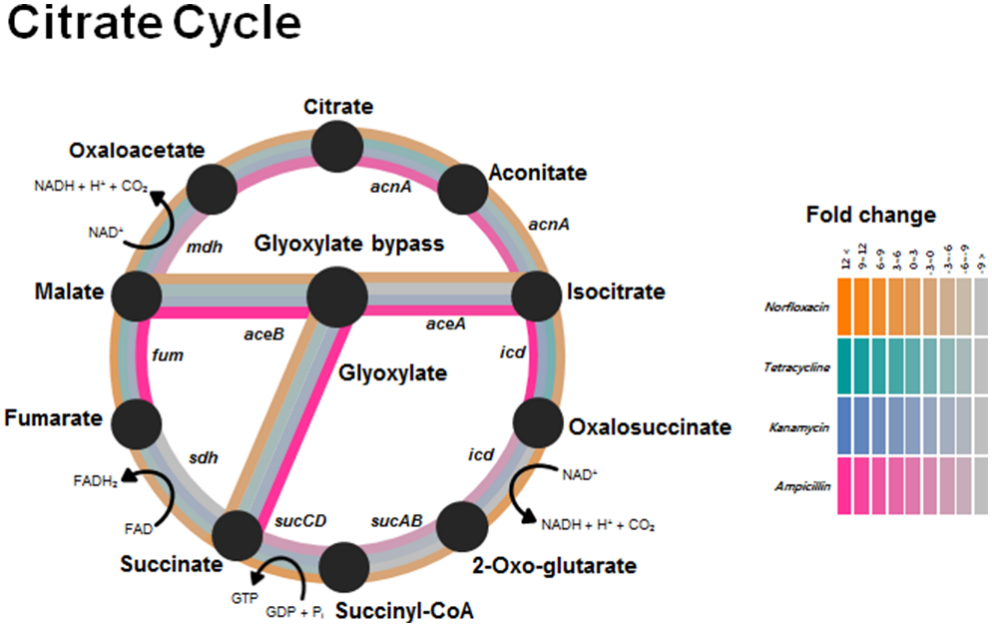
Expression of citrate-cycle genes in *A. oleivorans* DR1 treated with distinct antibiotics. Gene-expression changes are represented by a color gradient that is based on the fold-changes of gene expression in response to antibiotic treatments.

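Under Tc, the citrate-cycle genes sdhA and sdhB had 7818 and 3193 reads and RPKM values of 937 (95% interval 917 to 958) and 988 (95% interval 954 to 1023). The RPKM of sucA was 310 (95% interval 301 to 320) from 4006 reads, and that of sucC was 771 (95% interval 748 to 795) from 4088 reads. For fumC, 178 reads gave an RPKM of 28.1 (95% interval 24.1 to 32.5), at percentile 59.0 of the protein-coding genes. The other 4 genes lay above percentile 90. These values give the level under Tc, and fold changes were not computed.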

Unexpectedly, only Nor treatment substantially upregulated the expression of these SOS response-related genes and DNA-repair genes: *recA, umuDC, dinP, uvrAC*, and *ssb* (Table 3). 

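In the Tc library, recA had 1975 reads and an RPKM of 415 (95% interval 397 to 434), and the paper's Tc fold change of 1.02 implied 1508 untreated reads (95% interval 0.954 to 1.09). The 8 SOS-response genes of Table 3 had a median of 36 reads. Their Tc fold change was at least 1.5 for 4 genes, with an interval that excluded 1 for 1 of them, dinP (AOLE_07085), which had 36 reads against 12 and a fold change of 2.34 (95% interval 1.19 to 4.93). The other dinP gene, AOLE_18420, had 57 reads against 45 (95% interval 0.656 to 1.49).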

The SOS response is a global response to DNA damage in bacteria that is induced by a variety of environmental factors such as UV radiation, chemicals, and antimicrobial compounds [36]. The RecA protein and LexA repressor play central roles in SOS response [37], [38], but a LexA-like transcriptional repressor has been studied only poorly in *Acinetobacter* species [39]. DNA damage increases the frequency of mutations when MMC is used, which indirectly confirms the presence of the SOS response [40]. Previously, MMC-induced mutation frequency was monitored by measuring the increase of colonies resistant to rifampicin [41]. MMC treatment increased the rifampicin-resistance mutation frequency 47-fold in DR1. When *E. coli* GC4468 and *A. baumannii* ATCC17978 were used as reference strains, the mutation frequency was determined to be increased 22- and 37-fold in *E. coli* and *A. baumannii*, respectively (Figure 5A). Our results reveal that crucial features of the canonical SOS response exist in the genome of DR1 cells. When we measured antibiotic-induced SOS response, we determined that rifampicin-resistance mutation frequency was strongly induced only by Nor (Figure 5B). Agreeing with these data, our reporter strains carrying GFP fused to the *recA* promoter region showed that Nor treatment induced the SOS response (Figure 5C). The fluorescence of these reporter cells depended on the concentration of Nor, although a high concentration of Amp increased *recA* expression. We could not rule out the possibility that *recA* transcription and GFP translation differ, because the RNA-seq results showed that *recA* expression increased under Km treatment. Antibiotic treatment can induce the SOS response, which can lead to the expression of *umuDC* [41]. 

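Under Tc, umuC (AOLE_07965) had 22 reads, of which 21 were unique, against 8 untreated reads behind the paper's fold change of 2.24 (95% interval 0.919 to 5.57). The umuC gene AOLE_14880 had 61 reads, 57 of them unique, against 31, a fold change of 1.51 (95% interval 0.979 to 2.44). The umuD gene AOLE_11745 had 36 reads against 44, a fold change of -1.57 (ratio interval 0.399 to 1.01). AOLE_07970 had 5 reads against 4, a fold change of -1.10 (ratio interval 0.210 to 4.91). AOLE_14875 had 16 against 6, a fold change of 2.18 (95% interval 0.772 to 6.48). Every one of these intervals included 1, so a change under Tc was not detected, and the few reads do not rule one out. For AOLE_07965, AOLE_07970, AOLE_14875 and AOLE_14880 the back-calculated untreated reads lay 0.282 to 0.471 reads from a whole number, so these counts are uncertain.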

Our transcriptome analysis revealed that the *umuDC* genes were induced only by Nor (Table 3). Thus, our results demonstrated that Nor, but not other antibiotics, strongly induced the SOS response in DR1 cells.

**Figure 5:**
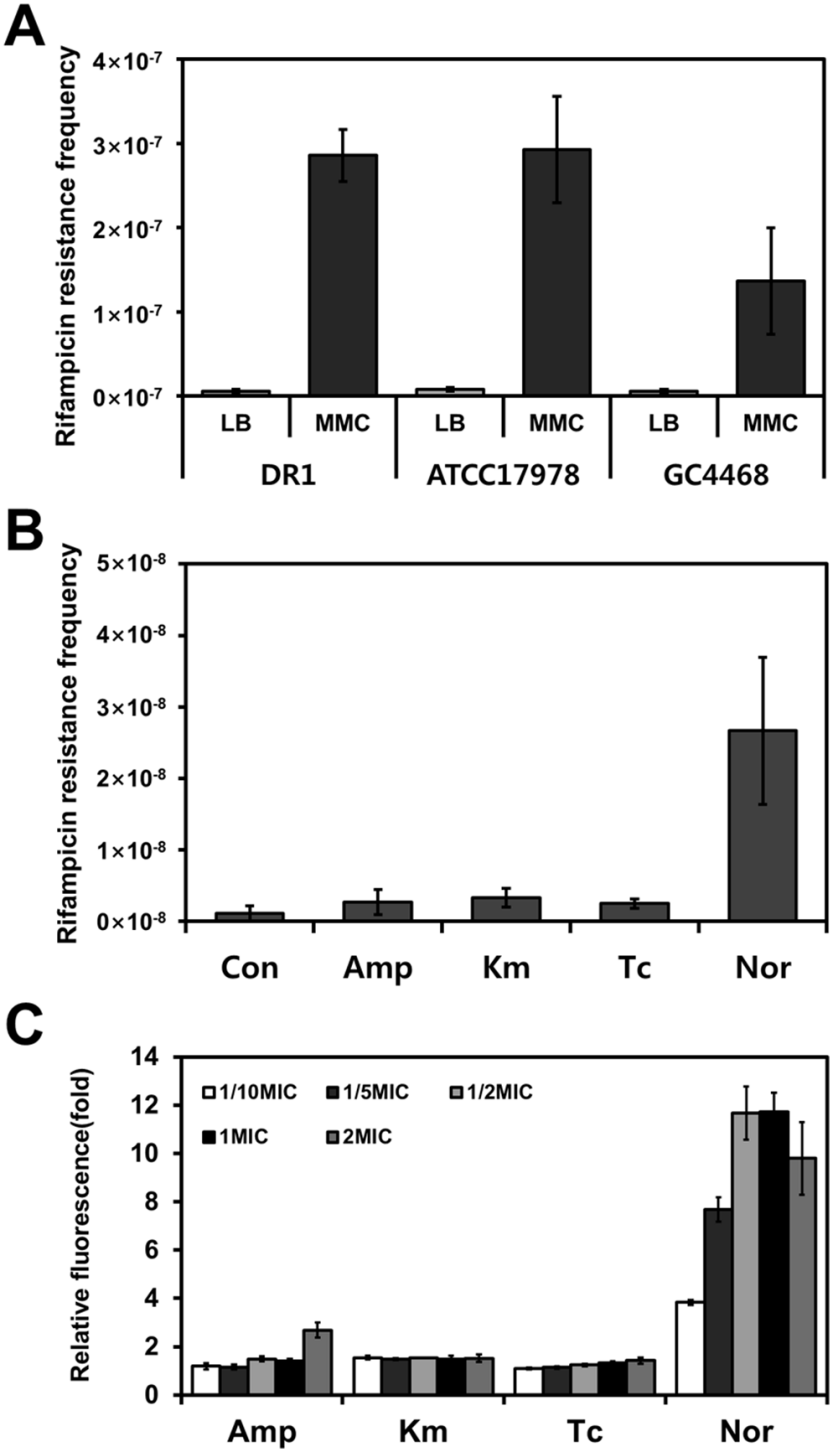
SOS-response induction in *Acinetobacter oleivorans* DR1. The mutation frequency, which corresponds to the rifampicin-resistance CFU count divided by the total CFU count, was measured and is represented on the Y-axis in the case of each antibiotic. (A) MMC-induced mutagenesis frequency. (B) Mutagenesis frequency induced by antibiotics of distinct classes. (C) Effect of antibiotics on *recA* expression was confirmed using a GFP fusion protein.

**Table 3:** Expression change of functional gene clusters.

Locus_tag DR1	Product	Genes	Fold change			
			Amp	Km	Tc	Nor
**SOS-response genes**						
AOLE_07085	Nucleotidyltransferase/DNA polymerase	*dinP*	−2.67	1.48	2.34	1.57
AOLE_07375	Recombinase A	*recA*	2.05	3.04	1.02	5.17
AOLE_07965	DNA-directed DNA polymerase UmuC	*umuC*	−1.43	−2.26	2.24	4.20
AOLE_07970	DNA polymerase V component		−1.43	−1.69	−1.10	5.41
AOLE_11745	SOS-response transcriptional repressor (RecA-mediated autopeptidases)	*umuD*	−1.18	1.82	−1.57	3.15
AOLE_14875	DNA polymerase V component		1.18	3.20	2.18	6.51
AOLE_14880	DNA-directed DNA polymerase UmuC	*umuC*	−4.42	−2.49	1.51	2.13
AOLE_18420	DNA polymerase IV	*dinP*	−1.67	1.34	−1.01	−1.53
**DNA repair-related genes**						
AOLE_05830	Putative DNA-binding/iron metalloprotein/AP endonuclease		−8.18	2.00	−1.26	−1.33
AOLE_13505	Metalloendopeptidase-like membrane protein	*nlpD*	2.96	1.35	−2.53	1.06
AOLE_14215	Endonuclease III	*nth*	−3.09	1.81	−1.31	−1.19
AOLE_14840	HNH endonuclease		−1.04	5.00	−1.12	−1.43
AOLE_18425	Endoribonuclease L−PSP family protein	*tdcF*	−1.31	−1.42	−7.04	1.11
AOLE_18840	Endoribonuclease L-PSP family protein	*tdcF*	5.89	−2.73	1.24	−1.16
AOLE_03065	Formamidopyrimidine-DNA glycosylase	*mutM*	−2.32	1.72	−1.24	−1.03
AOLE_10805	Uracil-DNA glycosylase	*ung*	−2.90	1.89	−1.41	−1.02
**Oxidative stress-related genes**						
AOLE_01750	Cu/Zn superoxide dismutase	*sodC*	2.99	−1.24	1.10	−1.07
AOLE_02915	Peroxiredoxin	*ahpC*	2.72	−1.38	−3.47	−1.98
AOLE_05305	Superoxide dismutase	*sodA*	−1.57	−1.27	−1.54	−1.16
AOLE_07635	Thioredoxin	*trxA*	−1.77	5.36	8.61	2.10
AOLE_11770	Catalase	*katE*	3.98	1.22	1.56	−1.17
AOLE_12135	Redox-sensitive transcriptional activator SoxR	*soxR*	2.52	4.00	2.53	2.88
AOLE_12755	Catalase	*katE*	1.41	1.54	2.09	−1.75
AOLE_13380	Peroxiredoxin	*ahpC*	1.23	1.24	−1.87	−1.23
AOLE_14380	Hydrogen peroxide-inducible genes activator	*oxyR*	1.11	1.40	−1.79	1.08
AOLE_16430	Thioredoxin	*trxA*	1.09	−1.24	−2.07	−1.09
AOLE_17390	Catalase	*katG*	−1.19	−3.11	−2.88	1.34
AOLE_18445	SoxR-family transcriptional regulator	*soxR*	1.17	1.38	1.47	−1.32

### Loss of DNA-repair capability in response to Km and Tc treatment

The enzymes used in base excision repair (BER) are responsible for repairing endogenous DNA-damage lesions caused by ROS, environmental chemicals, and ionizing radiations [42], [43]. BER is a highly conserved cellular mechanism in bacteria and humans [42], and the lesion in the damaged DNA is removed by a DNA glycosylase. Endonuclease IV, UDG, and Fpg are induced in response to oxidative stress and these molecules function in repairing DNA damage in *E. coli* [44]. We measured endonuclease activity after treatment with the 4 antibiotics and we used the DNA-excision assay and oligonucleotides including THF residues [44]. Unexpectedly, in response to Km and Tc, endonuclease IV did not exhibit BER activity that was distinct from the activity in control (Figure 6). We also tested the activities of the 2 other DNA-repair enzymes, UDG and Fpg (Figure S5). Fpg activity decreased under all antibiotic conditions, whereas UDG activity was not changed. In these assays, enzyme reactions performed using purified *E. coli* endonuclease IV, UDG, and Fpg served as positive controls. Our results showed that the DNA-repair capability of endonuclease IV was maintained only under Amp and Nor treatment, which suggests that each antibiotic distinctly affects the genes encoding DNA-repair enzymes. 

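Under Tc, AOLE_14840 (from 3175798 to 3176355), which the paper's text gives as endonuclease IV, had 24 reads and an RPKM of 9.47 (95% interval 6.07 to 14.1). The paper's Table 3 lists this gene as an HNH endonuclease. The paper's fold change of -1.12 implied 21 untreated reads (ratio interval 0.475 to 1.68). The gene of Fpg, mutM (AOLE_03065), had 130 reads and an RPKM of 34.7 (95% interval 29.0 to 41.2). Its fold change of -1.24 implied 126 untreated reads (ratio interval 0.624 to 1.04).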

The expression of endonuclease IV (AOLE_14840) was upregulated by Km but not the other 3 antibiotics, and the expression of Fpg (AOLE_03065) was decreased 2.3-fold and increased 1.7-fold in response to Amp and Km, respectively, but was unaffected by Tc and Nor. Our data reveal that the activity of DNA-repair enzymes was not correlated with the expression of the genes encoding these enzymes.

**Figure 6:**
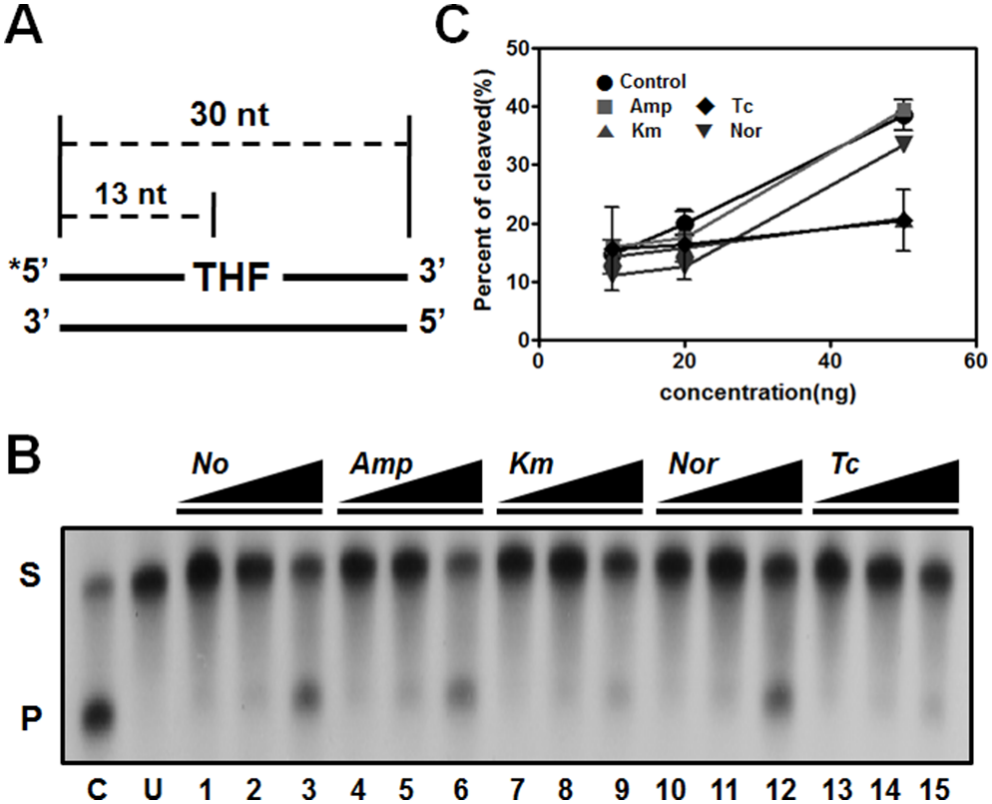
Verification of endonuclease IV activity by using the base-excision DNA-repair assay. DNA-repair capability of endonuclease IV was measured in DR1 exposed to distinct classes antibiotics. (A) Schematic representation of DNA substrate containing a site-specific THF residue. (B) A representative autoradiograph of gel electrophoresis to measure *in vitro* BER products. (C) Quantification of endonuclease IV BER activity. S, substrate; P, product; C, positive control; U, untreated negative control. Error bars indicate the S.D. calculated for each data point (n = 2).

## Discussion

In this study, we conducted a comparative transcriptome analysis and examined the physiological changes in soil-borne *A. oleivorans* DR1 exposed to antibiotics of distinct classes. Although the antibiotic resistance of *A. baumannii* has been widely studied [45], the transcriptional response elicited by various antibiotics in other *Acinetobacter* species remains poorly documented. The effects of antibiotics and the antibiotic-resistance mechanism in DR1 have been described previously [22], [46], [47], but this is first study in which the transcriptional changes induced in DR1 cells by 4 antibiotics have comparatively analyzed. Our results revealed that the MIC of Amp exhibited extremely high ranges, which could be due to high number of lactamases encoded by the DR1 genome. Amp was hydrolyzed by various β-lactamases present in the periplasm before Amp can reach its targets [48]. Moreover, Amp induced the genes involved in glyoxylate bypass (Figure 4). Glyoxylate bypass is induced in numerous bacteria when carbon and energy sources are scarce or when oxidative stress is generated [49], [50]. Copper stress, which causes oxidative stress, induced glyoxylate bypass in *Pseudomonas* [51]. Glyoxylate bypass was particularly induced under Amp and Nor conditions (Figure 4). Km strongly induced oxidative stress and caused growth defects, but could not induce glyoxylate bypass. Therefore, we speculated that there are other factors that induce glyoxylate bypass in DR1 under antibiotic conditions.

In *E. coli*, sublethal concentrations of aminoglycosides increased the expression of several genes involved in heat-shock response, such as *htpG*, *ibpA*, *groES,* and *asrA* [52]. Aminoglycosides also induced the Lon protease in *P. aeruginosa* [53]. Our data showed that genes encoding chaperones and proteases (DnaK, AOLE_19360; GroEL, AOLE_03915; GroES, AOLE_03910) exhibit high RPKM values under Km treatment. These results suggest that chaperones and proteases might play a key role in mistranslation under Km condition in DR1 cells. Our data showed that endonucleases did not exhibit DNA-repair capabilities in DR1 cells treated with Km and Tc. Intriguingly, only ribosome-targeting antibiotics caused a loss of DNA-repair capability; this is probably because of the long protein-maturation times required for DNA-repair enzymes. Antibiotics can interfere with the metabolic pathways of bacteria, and this can cause structural alterations in the bacterial cell wall and surface appendages including flagella, fimbriae, and pili [54]. Bacteria employ extracellular structures such as pili and fimbriae in attachment and invasion, biofilm formation, cell motility, and transport across membranes [55]. Km and Tc have similar target regions, and they inhibit protein synthesis by binding to the 30S subunit of the ribosome [11], [13]. 

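Of the 8 fimbriae/pili genes with a Tc fold change of at least 1.5 in Table S3, 7 had a 95% interval that excluded 1. PilA (AOLE_01545) had 96 reads in the Tc library against 16 untreated reads, a fold change of 4.67 (95% interval 2.74 to 8.50). For FimA (AOLE_11130) 67 reads stood against 16, a fold change of 3.26 (95% interval 1.87 to 6.03). FimD (AOLE_06720) had 166 reads against 50, a fold change of 2.57 (95% interval 1.87 to 3.62). The remaining gene, FimT (AOLE_01600), had 11 reads against 4, and its interval of 0.635 to 9.23 included 1. The other 12 genes had smaller fold changes, and some of them decreased. PilF (AOLE_16925) had 275 reads against 466, a ratio of 0.46 (95% interval 0.395 to 0.535), and FimD (AOLE_09775) had 561 against 583, a ratio of 0.75 (95% interval 0.666 to 0.843).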

Our transcriptomic data showed that Km and Tc markedly induced fimbriae/pili-related genes. 

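In the Tc library, AOLE_15230 had 50 reads and an RPKM of 9.83 (95% interval 7.30 to 13.0), at percentile 28.4 of the protein-coding genes. AOLE_17785 had 62 reads and an RPKM of 8.36 (95% interval 6.41 to 10.7), at percentile 22.9. The text gives each fold change without naming its antibiotic, so untreated reads were not back-calculated for these genes.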

Interestingly, these antibiotics also upregulated the natural competence-associated type-IV pilus-assembly proteins encoded by AOLE_15230 (3.5-fold) and AOLE_17785 (3.69-fold).

Fluoroquinolones can induce the SOS response [56], key regulators of which are the proteins LexA and RecA [35], [36]. However, the lack of a LexA homolog indicates a critical role of other regulators for SOS response in *Acinetobacter* species [57]. Here, transcriptome analysis demonstrated that in DR1 cells, Nor strongly induced genes involved in the typical SOS response and DNA-repair genes. The relative amounts of SOS gene expression are determined primarily through by transcriptional regulation. Our previous study showed that, Nor treatment caused target-gene mutation in *gyrA* (AOLE_04195) and persister formation in DR1 [46]. Our data additionally validated the SOS response of *Acinetobacter* species by showing that DNA damage enhanced mutation frequency. This characteristic of DR1 might be helpful for having resistance to antibiotics stress.

Noncoding RNAs are commonly referred to as small RNAs because they are 50–500 nucleotides in size [58]. Small RNAs are potent regulatory molecules that function at the transcriptional or posttranscriptional level [59]. Interestingly, RNA-seq mapping data revealed that the noncoding regions of DR1 contain sequences of small-RNA candidates (Table S4). Three small-RNA candidates are conserved in certain *Acinetobacter* species. The Northern blot analysis confirmed the expression of small-RNA candidates (Figure S6).

In a recent study on *A. baumannii*, 31 putative small RNAs were identified using computational approaches [60]. Two of these small RNAs display sequence similarities with those of the DR1 strain and other *Acinetobacter* species. However, these 2 small RNAs were not induced under our tested conditions. Small RNAs play key roles in efflux-pump regulation and antimicrobial-agent resistance in *A. baumannii* [60], and efflux pumps are widely accepted to bestow clinically relevant resistance to antibiotics [61]. How small RNAs involved in expression of efflux pumps remains to be investigated in DR1 cells. Our study will serve as a baseline for understanding the effects of antibiotics on *Acinetobacter* species, and it should help in developing a new strategy for predicting novel antibiotic-resistance mechanisms, as well as for preventing multidrug resistance across multiple species of bacteria by using this soil-borne bacterium.

## Materials and Methods

### Bacterial strains, growth conditions, and antibiotics

The bacterial strains used in this study are listed in Table S5. Environment-originated nonpathogenic *A. oleivorans* DR1 was grown in nutrient broth at 30°C with rotational shaking at 220 rpm. Bacteria harboring plasmids and wild-type bacteria were cultured under the same conditions. *Escherichia coli* GC 4468 and *A. baumannii* ATCC17978 were grown at 37°C in LB and aerated by means of shaking. In bacterial antibiotic-treatment experiments, we used commercially available Rifampicin (Sigma-Aldrich, USA), Amp (Bioshop, Canada), Km (Bioshop, Canada), Tc (Sigma-Aldrich, USA), and Nor (Sigma-Aldrich, USA).

### Determination of antibiotic minimum inhibitory concentrations (MICs) of *A*. oleivorans DR1

MICs were determined in liquid nutrient medium by using 96-well polystyrene microtiter plates (Costar, USA). DR1 cells were grown overnight in nutrient broth at 30°C with shaking at 220 rpm. The cells were washed twice with phosphate-buffered saline (PBS) and inoculated at a cell density of 10^5^∼10^8^CFU/mL in 200 µL of nutrient broth containing 0–256 µg/mL of each antibiotic (Amp, Km, Tc, Nor), and then grown in 96-well polystyrene plates at 30°C for 24 h without shaking. MICs were determined by measuring the optical density at 600 nm (OD_600_) by using a microtiter-plate reader (PowerWaveXS, Bio-Tek, USA); the MICs were the lowest concentrations of the 4 antibiotics at which OD_600_ was <0.04.

### RNA extraction, sequencing, and analysis

Total RNA of DR1 cells grown in nutrient media was isolated from exponential-phase cells (OD_600_∼0.4). Cells were grown at 30°C with shaking at 220 rpm and when they reached the exponential phase, they were treated without or with each antibiotic at the sub-MIC (Amp,100 g/mL, Km, 4 g/mL, Tc: 1 g/mL, Nor: 4 g/mL) for 15 min. Total RNA was extracted using RNeasy Mini kits (Qiagen, USA) by following the manufacturer’s instructions. The isolated RNA was stored at −80°C until use. All RNA-sequencing and alignment procedures were conducted by Chunlab (Seoul, South Korea). The RNA was subjected to a subtractive Hyb-based rRNA-removal process by using the MICROBExpress Bacterial mRNA Enrichment Kit (Ambion, USA), and subsequent processes, including library construction, were performed as described previously (Table S1) [62]. RNA sequencing was performed using 2 runs of the Illumina HiSeq to generate single-ended 100-bp reads. The genome sequence of *A. oleivorans* DR1 was retrieved from the NCBI database (accession number NC_014259.1). Quality-filtered reads were aligned to the reference-genome sequence by using the CLC Genomics Workbench 6.5.1 tool (CLC bio, Denmark). Mapping was based on a minimal length of 100 bp, with an allowance of up to 2 mismatches. The relative transcript abundance was measured in reads per kilobase of exon sequence per million mapped sequence rea20kds (RPKM) [63]. The mapping results were visualized using the CLRNAseq program (Chunlab, South Korea). The RNA-seq data were deposited in the National Center for Biotechnology Information (NCBI) GEO site under accession numbers GSE38340, GSE44428, GSE58166 and GSE58167.

### Quantitative real-time PCR (qRT-PCR) analysis

cDNA was synthesized from 1 µg each RNA extract by using gene specific primers. (Table S5) and the primers for genes were used as templates for quantitative real-time PCR (qRT-PCR). The 25 µl PCR mixture included 12.5 µl iQ SYBR Green Supermix (Bio-Rad, USA), 1 µl of each primer (0.5 µM), 2 µl cDNA, and 8.5 µl distilled water. The PCR reactions were conducted at 95°C for 3 min, followed by 40 cycles consisting of 30 s at 95°C, 30 s at 60°C, and 30 s at 72°C. The expression level of each gene was normalized to the 16S rRNA expression level that was quantified with 16s rRNA-341F/16s rRNA-534R primers. Relative quantifications were performed in triplicate.

### Cell membrane permeability assays

The fluorescent probe 8-anilino-1-naphthylenesulfonic acid (ANS; Sigma-Aldrich, USA) was used for assessing the integrity of bacterial cell membranes. Overnight cultures were diluted 100-fold in 5 mL of fresh medium and grown to the logarithmic-growth phase at 30°C and 220 rpm. After the cells were treated with or without each antibiotic at the exponential phase (OD_600_ ∼0.4) for 15 min, 1 mL of the cell cultures was harvested by centrifugation (13,000× *g*, 1 min) and washed twice with PBS. The resuspended solutions were supplemented with ANS (1 µL, 3 mM) and maintained at room temperature for 10 min in the dark. The fluorescence intensity of cells was measured using a microplate reader. The filter set used for fluorescence measurements included a 555-nm excitation filter and 590-nm emission filter. The possibility that distinct growth rates were measured under various experimental conditions was excluded by normalizing protein amounts (in µg). Cell membrane permeability assays were performed 3 times independently.

### Microscopic observation

Antibiotics (used at the sub-MICs) was added to the cells at the exponential phase (OD600nm = 0.4), and the cells were then incubated for 30 min at 30°C. 1 mL of the cell cultures was harvested by centrifugation (13,000× *g*, 1 min) and washed twice with PBS. The resuspended solutions were supplemented with 4′,6-diamidino- 2-phenylindole (DAPI) (1 µL, 2 µg/mL), and maintained at room temperature for 10 min in the dark. DAPI -treated cells was washed and resuspended using PBS. Then, 5 µL of cells was placed on a glass slide and observed. Bacteria treated with antibiotics were viewed with a Carl ZeissAxio Imager microscope (ZEISS, Germany).

### Measurement of oxidative stress

Intracellular superoxide-anion generation was measured using dihydrorhodamine (DHR) 123 (Sigma-Aldrich, USA). The cells were grown to exponential phase (OD_600_∼0.4) and treated for 15 min with the antibiotics (used at the sub-MICs). The cells were washed twice and resuspended using PBS and then treated with DHR 123 (2.5 µg/mL) for 1 h in the dark at 30°C. DHR-123-treated cells were washed and resuspended using PBS, and the intracellular superoxide anion-mediated oxidation of DHR 123 was assayed be means of FACSverse flow cytometry (BD Biosciences, San Jose, CA, USA). The samples were analyzed by using a fluorescein isothiocyanate (FITC) argon-ion laser for excitation, and fluorescence intensity was determined and analyzed by measuring 10,000 cell counts. BD FACSuite software was used for data analysis.

### DNA damage-induced mutagenesis frequency

Cells were grown to the exponential phase (OD_600_∼0.4) and treated without (control) or with 1 g/mL MMC (sub-MIC) and antibiotics (used at the sub-MICs) for 1 h. After the treatment, cells were washed twice and resuspended using PBS and inoculated at a cell density of 5×10^8^ CFU/mL in 5 mL of fresh nutrient broth and grown with shaking at the appropriate temperature for 24 h. The cultures were collected and diluted in PBS and then plated on nutrient or LB agar media containing either 100 µg/mL rifampicin or no rifampicin to calculate the frequencies of rifampicin-resistance mutations. Colonies were counted after incubation for 24 h at the appropriate temperatures. Mutation frequency was determined from the relative percentage of CFU/mL ((CFU at 100 g/mL rifampicin/CFU at no rifampicin) × 100).

### Construction of transcriptional-fusion green fluorescent protein (GFP) and quantification of GFP fluorescence

The broad-host-range expression vector pRK415 was used for constructing transcriptional-fusion GFP. A fragment of the *recA* promoter region was amplified by means of Polymerase chain reaction (PCR) performed using pRKprecA-gfp-F/pRKprecA-gfp-R primer pairs (Table S5). A 190-bp fragment of the promoter region of *recA* was cloned into the *Kpn*I/*Bam*HI cloning site of the multi cloning site of the pRK415 vector. The amplicon (715 bp) obtained using pRKgfp-F/pRKgfp-R was cloned into the *Bam*HI/*Eco*RI cloning site of the pRK415 vector to generate transcriptional-fusion GFP. The plasmid was extracted using a Dyne Plasmid Miniprep Kit (DYNEBIO, Korea). The constructed plasmid was then introduced into *E. coli* Top10 and A. *oleivorans* DR1 by electroporation. Competent cells (50 µl) were transformed with 2.5 µl plasmid DNA samples using a Micropulser (Bio-Rad, USA) with a time constant range of 3.0–3.5 ms and a constant voltage of 4.5–5 kV. PCR was conducted to confirm insertion of the gfp gene using the GFP-F/GFP-R primer set (Table S5). Overnight cultures of the DR1 harboring constructing transcriptional-fusion GFP grown in nutrient broth were diluted 100-fold in 5 mL of fresh medium and then incubated with shaking. At the exponential-growth phase (OD_600_∼0.4), the antibiotics were added and the cells were incubated for 1 h. A 1-mL aliquot of each GFP fusion-strain culture was harvested and centrifuged at 13,000×*g* for 1 min and then washed twice with PBS. The resuspended cells were transferred to polystyrene 48-well microtiter plates (BD Biosciences, USA) and the GFP fluorescence intensity of the cells was quantified using a Multi-Detection Microplate Reader (Sense, HIDEX, Finland). The GFP fusion-strain expressed a stable GFP variant that has an excitation wavelength of 488 nm and emission wavelengths of 507–510 nm. The OD_600_ of each culture was measured using a microtiter-plate reader (PowerWaveXS; Bio-Tek, USA). The possibility of distinct growth rates being measured under various experimental conditions was excluded by normalizing the measured fluorescence intensity relative to the OD_600_ value. One fluorescence unit was defined as [(fluorescence intensity of cells/fluorescence intensity of PBS buffer)/OD_600_ of cells], and a relative fluorescence unit (fold) was defined as [fluorescence unit of treated cells/fluorescence unit of control (untreated) cells].

### *In vitro* base-excision repair (BER) assay

Overnight cultures were diluted 100-fold in 500 mL of fresh nutrient medium and grown to the exponential phase (OD_600_∼0.4) at 30°C and 180 rpm. After the cells were treated with or without antibiotics for 15 min, a cell cultures was harvested by centrifugation (10,000×*g*, 30 min) and washed twice with PBS. The cell pellet was resuspended in <5 ml of sonication buffer (50 mM Tris-HCl (pH 8.0), 1 mM EDTA, and 0.1 mM DTT), and cells were lysed by sonification. After cell debris was removed by centrifugation (13,000×*g*, 20 min) at 4°C, supernatant was collected and placed on ice. Cell-free extract was transferred to Eppendorf tubes (0.5 mL) and stored in 100 µl aliquots at −80°C. The radionucleotide [γ-^32^P] ATP was obtained from PerkinElmer Life Sciences (Wellesley, USA). We purchased *E. coli* uracil-DNA glycosylase (UDG), formamidopyrimidine-DNA glycosylase (Fpg), endonuclease IV, and T4 polynucleotide kinase (New England Biolabs, UK). Micro Bio-Spin 30 Chromatography Columns were from Bio-Rad. DNA oligonucleotides containing uracil, tetrahydrofuran (THF), or 8*-*oxoguanine (8-oxoG) residues were provided by Dr. B. Demple, SUNY*-*Stony Brook (Stony Brook, USA), and these were amplified by means of PCR performed using 30F-F/30F-R, U30-F/U30-R, OxoG-F/OxoG-R primer pairs (Table S5). The endonuclease-IV-activity assay was performed in a reaction mixture 10 µL containing 50 mM Hepes-KOH (pH 7.5), 8 mM MgCl_2_, 5% glycerol, 0.5 mM DTT, 0.1 mg/mL BSA, and 1 nM 5′-end-labeled duplex-DNA substrate containing THF residues. The reactions were initiated by adding 10, 20, or 50 ng of cell-free extracts and were incubated at 37°C. Aliquots of each reaction were withdrawn at 30 min, and the reactions were terminated by adding formamide loading buffer. The reaction products were separated by performing electrophoresis; we used 15% denaturing polyacrylamide gels containing 7 M urea in 90 mM Tris, 90 mM boric acid, and 2 mM EDTA. Gels were dried using a gel dryer (Model 583, Bio-Rad, USA), and products were visualized by means of autoradiography and quantified using ImageQuant software v5.2. The percentage of cleaved AP sites was calculated from amount of products divided by the sum of total products and substrates.

### Northern blot assay

Total RNA (5 µg) were run on denaturing agarose gels containing 0.25 M formaldehyde, and the gels were stained with ethidium bromide (EtBr) to visualize 23S and 16S rRNA. The fractionated RNA was transferred to nylon membranes (Schleicher & Schuell, Germany) using a Turboblotter (Schleicher & Schuell, Germany). The mRNA levels were determined by hybridizing the membrane with a gene specific, ^32^P-labeled probe (Takara, Japan) prepared by PCR amplification with their respective primer pair as indicated in Table S5. Autoradiography was conducted using an IP plate (Fujifilm, Japan) and a Multiplex Bio-Imaging system (FLA-7000; Fujifilm, Japan).

## Supporting Information

Figure S1 **Determination of MIC under different cell density in** ***A*** **. oleivorans DR1.**
(TIF) Click here for additional data file.

Figure S2 **Confirmation of RNA-Seq results with qRT-PCR.** (A) Commonly up- and down- regulated genes were confirmed the gene expression on 4 antibiotics conditions. (B) Three genes were selected based on expression value on each antibiotics condition.
(TIF) Click here for additional data file.

Figure S3 **COG assignments of differently expressed genes under distinct antibiotics conditions.** The percentage of up-regulated and down-regulated genes was sorted by general COG categories. Colors of the bars indicate the changes of gene expression. Red, gene expression is >1.5-fold change in RPKM value, Brown, gene expression is <1.5-fold change in RPKM value, Gray, gene expression of between a −1.5 and 1.5-fold change in value. COG abbreviations for the functional categories: A, RNA processing and modification; B, chromatin structure and dynamics; C, energy production and conversion; D, cell cycle control and mitosis; E, amino acid metabolism and transport; F, nucleotide metabolism and transport; G, carbohydrate metabolism and transport; H, coenzyme metabolism; I, lipid metabolism; J, translation, including ribosome structure and biogenesis; K, transcription; L, replication, recombination, and repair; M, cell wall structure and biogenesis and outer membrane; N, secretion, motility and chemotaxis; O, molecular chaperones and related functions; P, inorganic ion transport and metabolism; Q, secondary metabolite biosynthesis, transport, and catabolism; T, signal transduction; U, intracellular trafficking, secretion, and vesicular transport; V, defense mechanisms.
(TIF) Click here for additional data file.

Figure S4 **Microscopic observation of antibiotics treated and untreated DR1 cells.** Morphology observation of cell treated with antibiotics. Phage contrast and staining with DAPI are shown. The scale bar represents 20 µm.
(TIF) Click here for additional data file.

Figure S5 **Verification of UDG and Fpg activity by using the base-excision DNA-repair assay.**
(TIF) Click here for additional data file.

Figure S6 **Confirmation of expression of small RNA candidates using Northern blot.** The expression of small RNA candidate was determined under antibiotics conditions using Northern blot. The ethidium bromide (EtBr) staining demonstrated consistent loading in all lanes.
(TIF) Click here for additional data file.

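For the Tc library, the total gene reads summed to 4543429, and to 4539284 without tRNA genes. The paper's Table S1 gives 4539284 mRNA reads for Tc and 3536275 for the untreated library, a ratio of 1.28. All 18 rRNA genes had 0 reads in the table of the Tc library, whereas the paper's Table S1 lists 11438553 rRNA reads for Tc. Reads outside genes were not analysed here.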

Table S1 **Total number of reads aligning with the regions of interest (coverage) of the five libraries constructed from the RNA samples.**
(DOCX) Click here for additional data file.

Table S2 **Fimbriae/pili related gene expression profiles by different class antibiotics.**
(DOCX) Click here for additional data file.

Table S3 **Bacterial strains, plasmids, and primers used in this study.**
(DOCX) Click here for additional data file.

Table S4 **The feature of small RNA genes in** ***A. oleivorans*** **DR1.**
(DOCX) Click here for additional data file.

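None of the 3 small RNA candidates overlapped an annotated gene in the table of the Tc library, so they had no reads of their own there. The first lies from 3027649 to 3027816, 201 bp after AOLE_14160 (44 reads under Tc) and 136 bp before AOLE_14165 (47 reads). The second lies from 3224850 to 3225198, 176 bp after AOLE_15150 (27 reads) and 167 bp before AOLE_15155 (155 reads). The third lies from 3292748 to 3293091, 295 bp after AOLE_15455 (47 reads) and 33 bp before AOLE_15460 (30 reads).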

Table S5 **Bacterial strains, plasmid and oligonucleotides sequence used in this study.**
(DOCX) Click here for additional data file.

# Supplementary material for: Global Transcriptome and Physiological Responses of Acinetobacter oleivorans DR1 Exposed to Distinct Classes of Antibiotics
**Source:** PLoS One. 2014 Oct 17;9(10):e110215. doi: 10.1371/journal.pone.0110215
**Supplement:** Table S1 — Total number of reads aligning with the regions of interest (coverage) of the five libraries constructed from the RNA samples.

**Table S1. Total number of reads aligning with the regions of interest (coverage) of the five libraries constructed from the RNA samples.**

|  | Total read | rRNA read | mRNA read | Intergenic read |
| --- | --- | --- | --- | --- |
| Exponential  (control) | 6583302 | 2387494 | 3536275 | 653515 |
| Amp | 38281074 | 805045 | 26922132 | 6300938 |
| Km | 52197392 | 25018598 | 4461169 | 11006119 |
| Tc | 17509940 | 11438553 | 4539284 | 1444725 |
| Nor | 19081119 | 14702179 | 337254 | 903790 |

# Supplementary material for: Global Transcriptome and Physiological Responses of Acinetobacter oleivorans DR1 Exposed to Distinct Classes of Antibiotics
**Source:** PLoS One. 2014 Oct 17;9(10):e110215. doi: 10.1371/journal.pone.0110215
**Supplement:** Table S2 — Fimbriae/pili related gene expression profiles by different class antibiotics.

**Table S2. Commonly down-regulated genes in *A. oleivorans* DR1 by Amp, Km, Tc and Nor.**

| Locus_tag  DR1 | Product | Genes | Fold change | | | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  | **Amp** | **Km** | **Tc** | **Nor** |
| AOLE_00825 | 16S ribosomal RNA methyltransferase RsmE | *rsmE* | -4.38 | -5.06 | -1.73 | -1.58 |
| AOLE_02335 | hypothetical protein | *tonB* | -3.62 | -1.92 | -1.64 | -1.68 |
| AOLE_02555 | hypothetical protein |  | -3.67 | -1.80 | -1.69 | -1.60 |
| AOLE_02560 | hypothetical protein |  | -5.74 | -2.33 | -1.96 | -1.84 |
| AOLE_02735 | hypothetical protein |  | -1.54 | -1.78 | -2.00 | -1.62 |
| AOLE_05440 | rare lipoprotein A | *rlpA* | -6.76 | -5.43 | -9.41 | -1.94 |
| AOLE_06200 | Binding-protein-dependent transport system inner membrane component family Protein | *abcD* | -10.18 | -6.90 | -4.31 | -1.59 |
| AOLE_07080 | 3-dehydroquinate dehydratase | *aroQ* | -9.05 | -1.75 | -5.27 | -1.83 |
| AOLE_07755 | hypothetical protein |  | -2.62 | -2.06 | -1.77 | -2.63 |
| AOLE_09650 | ABC transporter permease | *tauC* | -31.89 | -10.10 | -1.78 | -2.15 |
| AOLE_10515 | haloacid dehalogenase-like family hydrolase |  | -4.97 | -4.57 | -1.74 | -1.75 |
| AOLE_10630 | hypothetical protein |  | -1.67 | -1.53 | -2.75 | -1.68 |
| AOLE_11145 | LysR family transcriptional regulator | *lysR* | -4.07 | -2.51 | -1.70 | -2.46 |
| AOLE_16860 | glycosyltransferase | *wcaA* | -2.84 | -2.71 | -1.84 | -1.53 |

# Supplementary material for: Global Transcriptome and Physiological Responses of Acinetobacter oleivorans DR1 Exposed to Distinct Classes of Antibiotics
**Source:** PLoS One. 2014 Oct 17;9(10):e110215. doi: 10.1371/journal.pone.0110215
**Supplement:** Table S3 — Bacterial strains, plasmids, and primers used in this study.

| Locus tag  DR1 | Product | Gene | Fold change | | | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  | **Amp** | **Km** | **Tc** | **Nor** |
| AOLE_01545 | Tfp pilus assembly protein, major pilin PilA | PilA | 26.04 | 68.19 | 4.67 | -1.17 |
| AOLE_01600 | Tfp pilus assembly protein FimT | FimT | 36.27 | 4.89 | 2.14 | 1.05 |
| AOLE_01605 | Tfp pilus assembly protein PilV | PilV | 29.10 | 3.20 | 2.26 | 1.78 |
| AOLE_01610 | Tfp pilus assembly protein PilW | PilW | 14.17 | 1.73 | 1.11 | 0.51 |
| AOLE_01620 | Tfp pilus assembly protein, tip-associated adhesin PilY1 | PilY1 | 17.92 | 1.65 | 2.15 | 0.78 |
| AOLE_03010 | Tfp pilus assembly protein FimT | FimT | 3.91 | 2.97 | 2.12 | -1.94 |
| AOLE_06715 | P pilus assembly protein, chaperone PapD | FimC | 8.53 | 3.42 | 1.14 | -1.77 |
| AOLE_06720 | P pilus assembly protein, porin PapC | FimD | 28.10 | 2.30 | 2.57 | -1.62 |
| AOLE_07045 | P pilus assembly protein, chaperone PapD | FimC | 30.53 | 6.09 | 1.22 | 1.65 |
| AOLE_09765 | P pilus assembly protein, pilin FimA | FimA | 1.07 | 1.99 | 0.96 | 0.80 |
| AOLE_09770 | P pilus assembly protein, chaperone PapD | FimC | -1.53 | 5.73 | 1.30 | -1.68 |
| AOLE_09775 | P pilus assembly protein, porin PapC | FimD | 1.20 | 1.62 | 0.75 | 0.62 |
| AOLE_10830 | Type II secretory pathway, pseudopilin PulG | PulG | 2.89 | 1.73 | 0.71 | 1.23 |
| AOLE_11115 | P pilus assembly protein, pilin FimA | FimA | 2.15 | 27.84 | 2.03 | 1.00 |
| AOLE_11120 | P pilus assembly protein, chaperone PapD | FimC | 12.33 | 3.20 | 1.06 | -3.18 |
| AOLE_11130 | P pilus assembly protein, pilin FimA | FimA | 12.57 | 4.11 | 3.26 | 1.31 |
| AOLE_15225 | Tfp pilus assembly protein, pilus retraction ATPase PilT | PilT | 13.50 | 2.06 | 1.46 | 1.05 |
| AOLE_16925 | Tfp pilus assembly protein PilF | PilF | 1.67 | 1.49 | 0.46 | 1.14 |
| AOLE_17580 | Type II secretory pathway, pseudopilin PulG | PulG | 3.52 | 2.22 | 1.01 | -1.38 |
| AOLE_17795 | Type II secretory pathway, prepilin signal peptidase PulO and related peptidases | PulO | 4.85 | 1.71 | 1.31 | 1.16 |

**Table S3. Fimbriae/pili related gene expression profiles by different class antibiotics.**

# Supplementary material for: Global Transcriptome and Physiological Responses of Acinetobacter oleivorans DR1 Exposed to Distinct Classes of Antibiotics
**Source:** PLoS One. 2014 Oct 17;9(10):e110215. doi: 10.1371/journal.pone.0110215
**Supplement:** Table S4 — The feature of small RNA genes in A. oleivorans DR1.

**Table S4. The feature of small RNA genes in *A. oleivorans* DR1**

|  | **Locus** | **Nucleotide location** | **Nucleotide length (bp)** | **GC percentage (%)** | **Species with the closest genome** |
| --- | --- | --- | --- | --- | --- |
| **Small RNA candidate 1** | AOLE14160-AOLE14165 | 3027649…3027816 | 168 | 50.59 | *Acinetobacter baumannii* |
| **Small RNA candidate 2** | AOLE15150-AOLE15155 | 3224850…3225198 | 349 | 48.42 | *Acinetobacter baumannii* |
| **Small RNA candidate 3** | AOLE15455-AOLE15460 | 3292748…3293091 | 344 | 56.68 | *Acinetobacter calcoaceticus* |

# Supplementary material for: Global Transcriptome and Physiological Responses of Acinetobacter oleivorans DR1 Exposed to Distinct Classes of Antibiotics
**Source:** PLoS One. 2014 Oct 17;9(10):e110215. doi: 10.1371/journal.pone.0110215
**Supplement:** Table S5 — Bacterial strains, plasmid and oligonucleotides sequence used in this study.

**Table S5. Bacterial strains, plasmid and oligonucleotides sequence used in this study.**

F = tetrahydrofuran (abasic site analog), U = deoxyuridine 8 = 8-oxoguanine

Hong H, Park W (2014) TetR repressor-based bioreporters for the detection of doxycycline using *Escherichia coli* and *Acinetobacter oleivorans.* Microb Ecol 67: 369-379.

Watanabe K, Kodama Y, Harayama S (2001) Design and evaluation of PCR primers to amplify bacterial 16S ribosomal DNA fragments used for community fingerprinting. J Microbiol Methods 44: 253e262.

How the deposited data were processed for this re-analysis (not part of the article)

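Processed RNA-Seq tables of 2 libraries were used. The first came from wild-type A. oleivorans DR1 treated with Tc at 1 µg/mL for 15 min, the Tc condition of the paper. The second came from DR1 cells carrying the plasmid pAST2 under the same Tc treatment, which the paper does not describe. Each condition had 1 library, so no replicate error and no p-value across genes could be given. The untreated, Amp, Km and Nor libraries were not used here.

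The authors deposited read counts per gene without normalization, as total gene reads, which include reads matching several places, and as unique gene reads. The authors also deposited RPKM values, computed from the total gene reads, the gene length and the sum of total gene reads over the same table. Recomputing RPKM from the deposited reads gave a largest relative difference of 2.3e-09. The paper's methods state removal of rRNA with MICROBExpress, 100-bp reads and alignment in CLC Genomics Workbench with up to 2 mismatches, whereas the sample labels give 36-bp reads and name another sequencer and a stationary-phase source beside an exponential growth phase.

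Both tables listed 3979 features: 3874 protein-coding genes, 18 rRNA genes, 71 tRNA genes and 16 features of pAST2. Total gene reads were 4543429 without pAST2 and 7109570 with it. For a gene of 1 kilobase, 3 reads correspond to an RPKM of 0.660 and 0.422, respectively. Intervals of RPKM are exact Poisson 95% intervals of the reads, and intervals of ratios are exact conditional binomial (Clopper-Pearson) 95% intervals. Both cover counting error only.

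Untreated reads were back-calculated as the Tc reads divided by the paper's fold change and by the ratio of the mRNA reads in the paper's Table S1 (1.28), and rounded. The total gene reads of the Tc table had first been planned as the Tc denominator. The mRNA reads of Table S1 replaced them after the residuals had been seen, and both gave 50 of 66 genes on a whole number. A value counted as whole within the rounding of the fold change (0.005) plus a tolerance of 0.1% on the totals. Of the 66 genes, 51 lay within 0.05 reads of a whole number, a criterion set after the first had been applied, and 61 met a still later criterion that allowed the larger of the rounding and 0.05 reads.

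The Tc fold changes of 123 genes were copied from Tables 1, 2, 3, S2 and S3. The tables name 2 genes by symbol in place of the locus tag, ampC and recA, which were matched by symbol and position. Named genes were chosen by a rule set before the data were examined: every gene the paper names for Tc, with table genes summarised by list, the 5 protein-coding genes with the highest RPKM under Tc, and the 5 genes with the largest ratio in each direction between the libraries among genes with an RPKM of at least 50 in the higher library. The median of a gene list was placed among 10000 random lists of the same size, matched on mean expression in 10 bins for ratios. The ribosomal-protein genes were to be taken by product name. The tables give none, so the symbols rps, rpl and rpm were used, and genes without a symbol among them were not included. The symbols aceA and aceB, the gene of ribosomal protein S7 and COG categories were not analysed here. The separate value for the relation with the paper's Km fold changes is not reported here.

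The 1.5-fold threshold of the paper was applied to RPKM ratios of genes above 0 in both libraries. Alternatives set before the data were examined were TPM, median-of-ratios and upper-quartile scaling, pseudocounts of 1 and 0.1, minimums of 10 in RPKM or in reads, a 2-fold threshold, intervals excluding 1, unmatched random lists, Pearson's r, and the paper's Km fold changes. Unique gene reads and RPKM over the reads outside ribosomal-protein genes were added after the data had been seen. The total gene reads of the Tc table, planned first as denominator, became an alternative once Table S1 had replaced them.

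The computations were tested on 20 simulated pairs of libraries with 200 genes changed 4-fold. The 95% intervals held the true ratio for 96.1% of genes. Among changed genes with at least 10 expected untreated reads, 97.6% had intervals that excluded 1 in the right direction. This share was not computed for changed genes with fewer reads, and 22 of the 26 genes of Table 1 had fewer than 10 untreated reads. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.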

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

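The library from cells carrying pAST2 is not described in the paper, and the signals in it were above the smallest values its depth can show. The tests of ribosomal-protein transcripts and of a mislabelled sample were chosen only after the result was seen, as was the limit of 0.1 on the log2 scale used for the former.

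In this library, 37027 reads (0.521%, 95% Clopper-Pearson interval 0.516 to 0.526%) lay on the 16 features of pAST2, against 15 reads in the library without the plasmid. The share of reads on these features was 1577-fold higher in the library labelled with pAST2, which goes against exchanged labels.

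Of 3930 genes above 0 in both libraries, 1777 had an RPKM at least 1.5-fold higher with pAST2 and 574 at least 1.5-fold lower, and the median ratio was 1.37. Pairs of libraries drawn from the same profile at these depths gave a mean of 225.67 genes past the threshold (189 to 255 in 100 draws) against the 2351 observed, so counting error gave far fewer. Drawing the deeper library to the depth of the other left a mean of 2374.78 genes. Leaving out the 67 genes with most reads left 2163 genes, but 1067 of them were higher and 1096 lower and the median log2 ratio was -0.05, so the excess of higher genes was no longer seen. Unique gene reads left 2322 genes. Across genes, Spearman's rho of the log2 ratio with gene length was 0.238, within the limit of 0.3 set for a length bias. Longer genes still tended to have higher ratios with pAST2. No count was corrected for length, so a length effect was not excluded.

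Ribosomal-protein genes took 39.0% of the reads without pAST2 and 20.3% with it. With these genes left out of both totals, the median log2 ratio of the other genes moved from 0.45 to 0.0782, so their share may account for part of the shift toward higher ratios. After this, 2171 genes still passed the threshold (1226 higher, 945 lower). Only genes with the symbols rps, rpl or rpm were left out, and genes without a symbol that lie among them, such as AOLE_02130 and AOLE_02205, stayed in the totals. The remaining excess of higher genes is therefore not shown to be independent of the ribosomal-protein share.

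The design offers a biological explanation, the presence of pAST2. With 1 library per condition, a difference between cultures or library batches could not be tested, and the pattern cannot be told apart from such a difference.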

How the results depend on the processing

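The alternatives named in the processing summary were set before the data were examined, except unique gene reads and reads outside ribosomal-protein genes. Those exceptions were chosen after seeing the data. For the untreated reads, the total gene reads of the Tc table were the planned denominator. The mRNA reads of Table S1 became the main one after the residuals had been seen. Of the comparisons with a main value or a count of genes, 102 values under an alternative stayed within the limits set, 11 moved and 1 reversed. Of the 102, 31 could not have moved, because a common factor on all genes leaves a percentile among lists and a rank correlation as they were. Another 9 belong to lists at the lowest or highest percentile, and 2 replaced a total by a nearly equal one. These 3 kinds show no stability, which leaves 60. The 60 include the relation with the paper's Km fold change, which is another quantity and shows no stability either. The percentiles also hide changes of sign, since the median log2 ratio of Table 1 went from 0.62 to -0.12 and that of the Tc-upregulated genes from 0.08 to -0.66 with upper-quartile scaling. Among single named genes, 45 values stayed and 15 moved, and 20 of the 45 come from such a total. For genes whose reads were all unique, unique gene reads also changed only the total, as for AOLE_12135 (RPKM 6.15 to 6.28). Those values show no stability either. The cause was not tested except where stated.

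The genes with an RPKM of 0 under Tc numbered 33, including the 18 rRNA genes, for which Table S1 of the paper lists reads. They were 63 with fewer than 3 reads as the criterion, and 13 among protein-coding genes only, since these and 2 tRNA genes were then left out. The percentile of the fimbriae/pili genes under Tc crossed the middle, from 30.8 for the median RPKM to 56.22 for the mean of log2(RPKM + 1). The median RPKM of the genes named at claims about Tc was 14.5, and 8.49 as TPM, which rescales all genes by a common factor.

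The numbers of genes past the 1.5-fold threshold with pAST2 depended on the scaling. The 1777 higher genes became 1144 with median-of-ratios scaling, 834 with upper-quartile scaling and 2416 with TPM over protein-coding genes. The 574 lower genes became 1064 with median-of-ratios scaling, 1512 with upper-quartile scaling and 291 with TPM over protein-coding genes. They were 295 with a 2-fold threshold. Over the reads outside ribosomal-protein genes, an alternative chosen after seeing the data, they were 992. More genes were higher than lower under median-of-ratios scaling and TPM, and fewer under upper-quartile scaling. Median-of-ratios scaling sets the median ratio to 1 by construction, so its balance of 1144 and 1064 cannot show an excess of higher genes. The percentile of the SOS-response genes fell from 84.5 to 50.9 among genes with an RPKM of at least 10 in either library. That of Table 1 fell from 92.9 to 63.0 under the same setting, with 13 genes left, and to 73.4 with unmatched random lists.

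The depth limits the paper's Tc fold changes at low expression. Of 123 genes, 30 had fewer than 10 back-calculated untreated reads. In Table 1, 16 of 26 intervals excluded 1 with the mRNA reads of Table S1 as denominator.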

Differences from the paper's values

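The share of genes with an RPKM of 0 under Tc was 0.833%, which includes the 18 rRNA genes, against the paper's value of about 3.0% in Fig. 1A, read by eye. None of the alternatives set before the data were examined closed the gap: the share was 0.959% with an RPKM below 1 as the criterion, 1.59% with fewer than 3 reads and 0.336% among protein-coding genes only.

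The paper states that Tc did not induce lactamase genes. The Tc fold changes in its Table 2 were at least 1.5 for 3 lactamase genes, AOLE_12585 (the paper's 1.72), AOLE_17635 (the paper's 1.53) and AOLE_00775 (the paper's 1.51). The 95% intervals from counting error, 1.04 to 2.91, 0.979 to 2.44 and 1.04 to 2.20, excluded 1 for AOLE_12585 and AOLE_00775. They take no account of these genes being picked by a fold change of at least 1.5.

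The paper states that Nor alone induced umuDC. The Tc fold changes in its Table 3 were at least 1.5 for the umuC genes AOLE_07965 (the paper's 2.24) and AOLE_14880 (the paper's 1.51). Their intervals, 0.919 to 5.57 and 0.979 to 2.44, included 1. AOLE_14875, listed there as a DNA polymerase V component, had 2.18, with an interval of 0.772 to 6.48 that included 1. The paper's values were negative for umuD (AOLE_11745, -1.57) and AOLE_07970 (-1.10).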

Other observations

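Chosen only after the result was seen were the tests of whole reads that allowed 0.05 reads, of the Nor and Km reads and the grid of depths, of reads carried over from the other library, of Table 1 fold changes at the printed Nor depth and of Table 1 intervals that exclude 1. So were the tests of the Tc and Km relations and of the Tc lists with the Tc reads split. The bootstrap limit for the difference in rho was also added then.

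The paper's Tc fold changes, set against the reads of the Tc library, implied untreated reads on a whole number for 50 of 66 genes (8.86 by chance) within the rounding of the fold change. This is far more than chance but short of the nearly all genes that a ratio of whole reads would give. With 0.05 reads allowed in place of the rounding, 51 of 66 (77.3%) lay on a whole number, below the 90% set for that criterion. A criterion then widened to the larger of the rounding and 0.05 reads gave 61, and because it was set after the misses had been seen it settles nothing. The remaining 5 genes were 0.282 to 0.471 reads away, and 4 of them had reads that were not unique. The fold changes may be ratios of these reads to whole untreated reads for most genes, but the residuals were left unexplained.

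The commonly upregulated genes of Table 1 had few reads, and counting error was tested as an explanation of the number of commonly upregulated genes. In 500 sets of 5 libraries drawn from the Tc profile with no true response, a mean of 34.2 genes (17 to 57) were up 1.5-fold in all 4 comparisons at the depths of the paper's Table S1, and 53.5 (34 to 76) with 10 times the printed Nor reads, against the paper's 41. All 4 comparisons shared the untreated library, but its part was not tested with separate ones. The simulated genes had a median of 5 untreated reads. Counting error alone could therefore give this number of commonly upregulated genes. The paper's qRT-PCR of soxR, rpoE and lysR is separate evidence that the simulation did not use. Counting error accounts less well for the fold changes of the 26 of the paper's 41 genes that Table 1 prints. The paper does not state how these were chosen, and the other genes had no fold change to test. In Table 1, 16 of 26 Tc intervals excluded 1, against 6.12 expected from the simulated genes at the printed Nor depth and 5.64 with 10 times the Nor reads, and the median Tc fold change was 3.27 against 2.08 and 2.14 at these depths. At the printed Nor depth, 3 Tc fold changes of Table 1 exceeded the upper end of the central 95% of the simulated ones (5.45), more than the 2 set as the limit. With 10 times the Nor reads, 2 exceeded it (6.23), so whether counting error alone also gives Tc fold changes as large as those of Table 1 changes with the Nor depth. Both simulations kept the printed Km reads, on which the Km fold changes may not rest. By counting error a mean of 201 genes were up under Tc, far fewer than the number the paper gives.

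The paper's Nor fold changes in Table 1 implied whole Nor reads for 1 of 26 genes with the printed 337254 mRNA reads (2.6 by chance) and for 25 of 26 with 10 times that number (2.95 by chance). A candidate explanation is that the Nor mRNA reads of Table S1 are printed 10 times too low. For Km, 8 of 25 genes lay on whole numbers with the printed reads, against 3.40 by chance. The best of a grid of 3751 depths, 1988000, gave 26 of 26. With the Km fold changes each multiplied by a random factor, the best depth gave at most 14 whole genes, and 0 of 100 draws gave as high a share, so picking the best of a grid does not explain it. The Km fold changes may rest on another number of reads than the one printed. Which number was used is left open, since a multiple of a depth also gives whole numbers.

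In the library without pAST2, 15 reads lay on 8 pAST2 features. Their spread over the features did not differ from that of the library with pAST2 beyond chance (exact multinomial test, its p estimated from 100000 resamples, p = 0.0565), so they may be reads carried over. So few reads give the test little power, and no biological explanation was tested.

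Across the 123 genes of the paper's tables, the log2 ratio without to with pAST2 followed the paper's Tc fold change (Spearman's rho 0.486). Genes are not independent replicates, and the Tc library is on both sides. With the Tc reads split into separate parts for each side, the mean rho over 100 splits was 0.415, a loss within the limit of 0.1. The value with the Tc fold change exceeded that with the paper's Km fold change, which shares no library with the ratio, by 0.155 (95% bootstrap interval 0.026 to 0.280, 2000 resamples). This gap is inflated by the shared Tc library. With the Tc reads split, the gap was 0.107 and its interval of -0.033 to 0.252 included 0. Whether cells carrying pAST2 responded less to Tc was therefore left open. The commonly upregulated genes of Table 1 settle nothing here. On the authors' RPKM, 13 of 26 were at least 1.5-fold higher with pAST2, but so were 1777 of 3930 genes, and the percentile interval of the list ran from 9.15 to 99.89. With 1 library per condition, this cannot be told apart from a difference between cultures or library batches.

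On the log2 scale, the median ratio with to without pAST2 was 1.20 for the 38 genes the paper lists as downregulated by Tc. Their percentile among random lists matched on expression was 99.97 (interval 99.49 to 100). For the 53 upregulated genes the median was 0.08 (percentile 2.79, interval 0.01 to 75.85), and it turned negative with median-of-ratios and upper-quartile scaling. The Tc library sets both these lists and the ratio, so part of the difference is built in, and the percentiles were not corrected for it. With the Tc reads split between list and ratio, and decreases given as ratios included, the difference between the medians of the lists was 1.01 on the log2 scale, against 1.12 with all reads. The median log2 ratio was 0.62 for Table 1 (percentile 92.9, interval 9.15 to 99.89) and 0.73 for the SOS-response genes (percentile 84.5, interval 68.94 to 99.27). Both turned negative with upper-quartile scaling. The median was 1.03 for Table S2 (percentile 97.3, interval 49.89 to 99.73). For the efflux-pump genes it was 0.08 (percentile 8.72, interval 0.12 to 82.8), negative with median-of-ratios and upper-quartile scaling. For the ribosomal-protein genes it was -0.95 (percentile 0), with 42 of 50 at least 1.5-fold lower. For the fimbriae/pili genes it was -0.27 (percentile 0.29, interval 0 to 2.45), positive with TPM. The percentile intervals of the upregulated genes, Table 1, Table S2 and the efflux-pump genes span the middle, so these lists are not clearly placed.

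The largest ratios with to without pAST2 were those of AOLE_09515 (32.6, 48 to 2447 reads), AOLE_12940 (22.4), AOLE_14435 (20.8), AOLE_09510 (18.9) and AOLE_18640 (17.4). The lowest were those of AOLE_03020 (0.0238, 2526 to 94 reads), AOLE_03025 (0.0339), AOLE_13235 (0.0346), AOLE_00505 (0.0804) and AOLE_12315 (0.0858). The chaperone genes dnaK, groEL and groES had RPKM values of 1746, 1403 and 1662 without pAST2 and 7995, 6007 and 6116 with it.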
